# Transcriptional responses underlying the hormetic and detrimental effects of the plant secondary metabolite gossypol on the generalist herbivore *Helicoverpa armigera*

**DOI:** 10.1186/1471-2164-12-575

**Published:** 2011-11-23

**Authors:** Maria de la Paz Celorio-Mancera, Seung-Joon Ahn, Heiko Vogel, David G Heckel

## Abstract

**Background:**

Hormesis is a biphasic biological response characterized by the stimulatory effect at relatively low amounts of chemical compounds which are otherwise detrimental at higher concentrations. A hormetic response in larval growth rates has been observed in cotton-feeding insects in response to increasing concentrations of gossypol, a toxic metabolite found in the pigment glands of some plants in the family Malvaceae. We investigated the developmental effect of gossypol in the cotton bollworm, *Helicoverpa armigera*, an important heliothine pest species, by exposing larvae to different doses of this metabolite in their diet. In addition, we sought to determine the underlying transcriptional responses to different gossypol doses.

**Results:**

Larval weight gain, pupal weight and larval development time were measured in feeding experiments and a hormetic response was seen for the first two characters. On the basis of net larval weight gain responses to gossypol, three concentrations (0%, 0.016% and 0.16%) were selected for transcript profiling in the gut and the rest of the body in a two-color double reference design microarray experiment. Hormesis could be observed at the transcript level, since at the low gossypol dose, genes involved in energy acquisition such as β-fructofuranosidases were up-regulated in the gut, and genes involved in cell adhesion were down-regulated in the body. Genes with products predicted to be integral to the membrane or associated with the proteasome core complex were significantly affected by the detrimental dose treatment in the body. Oxidoreductase activity-related genes were observed to be significantly altered in both tissues at the highest gossypol dose.

**Conclusions:**

This study represents the first transcriptional profiling approach investigating the effects of different concentrations of gossypol in a lepidopteran species. *H. armigera*'s transcriptional response to gossypol feeding is tissue- and dose-dependent and involves diverse detoxifying mechanisms not only to alleviate direct effects of gossypol but also indirect damage such as pH disturbance and oxygen radical formation. Genes discovered through this transcriptional approach may be additional candidates for understanding gossypol detoxification and coping with gossypol-induced stress. In a generalist herbivore that has evolved transcriptionally-regulated responses to a variety of different plant compounds, hormesis may be due to a lower induction threshold of growth-promoting, stress-coping responses and a higher induction threshold of detoxification pathways that are costly and cause collateral damage to the cell.

## Background

Gossypol is a polyphenolic binaphthyl dialdehyde found in the pigment glands of plant species belonging to Malvaceae, most notably cotton, *Gossypium *spp. [1]. The toxicity of gossypol in cottonseed meal has spurred a multitude of studies of its effects on diverse biological systems. The presence of both phenolic and carbonyl groups in the gossypol structure allows the interaction with other molecules through a wide range of weak to strong chemical bonds. This compound can covalently bind to amino acids, particularly lysine, through Schiff's base condensation reactions, and its dimeric structure facilitates cross-linking of proteins. Gossypol can also chelate iron and other metal ions and be both a pro-oxidant and antioxidant [2,3]. Moreover, the aromatic rings in gossypol render it a fairly hydrophobic compound able to penetrate biological membranes more readily [4]. All this intricate chemical reactivity implies the existence of multiple targets, which is reflected by the different enzyme classes inhibited by gossypol, especially those involved in energy production processes of the cell, and in the variety of biological effects attributed to this compound due to its antitumor, spermicidal, antimalarial, antiparasitic, antiamoebic and antiviral activities [3,5].

There is only limited knowledge regarding the mode of action of gossypol regardless of its therapeutic or toxic effect on different biological systems. It is clear, however, that the mechanism mostly relies on the disturbance of proteins and membranes. In addition, gossypol occurs in two optically active forms, of which the (-)-enantiomer has been found to be more reactive towards biological systems, particularly non-ruminant animals. In fact, the molecular mechanism behind (-)-gossypol antineoplastic activity appears to rely on its interaction with antiapoptotic proteins in the outer mitochondrial membrane [6]. However, the inhibitory effect of gossypol on insects and fungi is not enantiospecific [7]. Therefore, the ability to extrapolate across systems is limited and the response within a given system is likely to be very complex and dose-dependent.

Both quantity and quality of gossypol in plant tissues vary according to several factors such as cultivar, phenology or plant organ [1,8-10]. The protective nature of this sesquiterpene dimer to cotton against different insect herbivores became evident after the development of glandless cotton lines [3]. These lines were produced by conventional breeding to reduce the amount of gossypol in cottonseed meal which is fed to livestock. Some members of the "major-pest lineage" within the subfamily Heliothinae (Lepidoptera: Noctuidae) [11], prefer glandless cotton varieties over glanded ones [12]. Moreover, high concentrations of gossypol inhibit growth and development of tobacco budworm, *Heliothis virescens *[13]. However, the dose response is not monotonic and in fact gossypol acts as a hormetic agent, since the maximum weight gain was observed when larvae fed on a low dose gossypol-containing diet (0.0125%). Hormesis, first described in the late 1800's, is a widespread biological response towards an environmental stressor which is stimulatory in low amounts (e.g. increased fertility), and detrimental in high amounts (e.g. toxicity) [14].

Although the implications of the hormetic effect in the area of human toxicology remains controversial [15], there is substantial research regarding hormesis due to environmental stressors and their impact on aging and longevity in invertebrate species [16], and the efforts to understand the biology underlying the phenomenon continue [17]. Recent analyses for two animal systems (mammal and annelid) inquired whether gene expression in a global scale differs under the "low-dose effect" of toxic chemicals [18,19]. Dose-dependent transcriptional responses to gossypol have been observed for a handful of genes including the expression of mitochondrial-related genes in rat liver cells [20] and P450 monooxygenases in insects [21,22]. However, there is no unbiased transcriptional profiling approach documented investigating the effects of different doses of gossypol.

The cotton bollworm (CBW), *H. armigera*, is a generalist herbivore and one of the most injurious insect pests in the world, damaging a large number of plant species [23] with cotton as one of its most suitable hosts [24]. We investigated whether a hormetic effect of gossypol can be observed in *H. armigera *by measuring developmental parameters in response to different concentrations in the diet. In addition, we investigated the transcriptional response of *H. armigera *gut as well as the rest of body towards different dosages of gossypol using microarray expression profile analysis. The results herein provide a general view of the underlying transcriptional response to gossypol with implications for the detoxification of this plant secondary metabolite. They also indicate the role hormesis may play in the adaptation of generalist herbivores to a variety of hostplants presenting different sets of chemical challenges.

## Methods

### Insect rearing

*H. armigera *larvae were collected from Toowoomba, Queensland, Australia, in 2003 and reared on artificial diet under laboratory conditions (26°C, 55% RH, 16:8 hr = L:D) in Jena, Germany. The colony was maintained for 25 generations prior to the start of this study, exclusively by about 50 single-pair crosses per generation, avoiding brother-sister mating to minimize inbreeding. The artificial diet for larval rearing was purchased from BioServ (F9772, Frenchtown, NJ, USA). Gossypol from cotton seeds (G8761, racemic mixture, Sigma-Aldrich, MO, USA) was incorporated into the artificial diet using a carrier material of non-nutritive cellulose, "Alphacel", as reported elsewhere [25] in various concentrations (CT = 0.0, T1 = 0.0004, T2 = 0.0016, T3 = 0.004, T4 = 0.008, T5 = 0.016, T6 = 0.04, or T7 = 0.16% (w/v)). Cotton seeds contain a racemic mixture of gossypol with generally a higher percentage of the (+)-enantiomer although this may differ depending on the cotton species and cultivar [9].

### Gossypol treatment and larval development

A total of nine hundred and sixty larvae from a pool of newly molted fifth instar larvae were evenly divided into eight groups according to their initial fresh weights (I). Each group of larvae was randomly assigned to each gossypol treatment. Control group of larvae were exposed to the diet supplemented only with the Alphacel carrier (CT). Each group of larvae was composed of four biological replicates of thirty larvae. After those larvae were subjected to each treatment for three days, larvae were individually weighed as a measure of their final fresh weight (F), in order to calculate the net weight gain (= F-I).

Mortality was observed in CT, T4 and T7 treatments (4, 3 and 5 larvae were dead, respectively). Only one individual died in each T1 and T6, while no mortality was observed in the remaining treatments. Ten randomly chosen larvae from each replicate per treatment were separated for microarray analysis (see below), the other eighty larvae (20 larvae × 4 replicates) were returned to the same diet treatments and further observed for other developmental parameters: larval development time to pupation (day) and pupal weight in a day after pupation (mg). The developmental parameter data were analyzed by ANOVA and the statistical differences among treatment means were further tested by Post-hoc analysis.

### Expressed Sequence Tag (EST) Project

RNA was extracted from several larval tissues (e.g. midgut, fat body, integument), all larval instars and developmental stages (larvae and adults) with TRIzol Reagent (Invitrogen) according to the manufacturer's protocol. An additional DNAse (Turbo DNAse, Ambion) treatment was included to eliminate any contaminating DNA. The DNAse enzyme was removed and the RNA was further purified by using the RNeasy MinElute Cleanup Kit (Qiagen) following the manufacturer's protocol. RNA integrity and quantity was verified on an Agilent 2100 Bioanalyzer using the RNA Nano chips (Agilent Technologies). RNA quantity was determined on a Nanodrop ND-1000 spectrophotometer. Normalized full length-enriched cDNA libraries were generated using a combination of the SMART cDNA library construction kit and the Trimmer Direct cDNA normalization kit (Evrogen) following the manufacturer's protocol with several modifications [26]. The normalization process facilitates the identification of low abundance transcripts.

Single-pass sequencing of the 5' termini of cDNA library plasmid clones was carried out on an ABI 3730 xl automatic DNA sequencer (PE Applied Biosystems). Vector clipping, quality trimming and sequence assembly was done with the Lasergene software package (DNAStar Inc.). In total, 8 different cDNA libraries were generated from the tissues and developmental stages as described above and ~60,000 clones were sequenced. Additional sequencing was performed with a mixed cDNA pool on a Roche 454 FLX instrument, obtaining 274,607 high quality reads after trimming and quality filtering steps. The *H. armigera *ESTs generated and all publicly available Genbank sequences for this species were jointly assembled using Seqman NGen (Lasergene) and clustered into 27,381 contigs (putative gene objects) subsequently used for microarray oligo probe design.

### Microarray Design, labeling, hybridization and data acquisition

In order to optimize our *H. armigera *microarray design and maximize the output of subsequent gene expression profiling experiments, a Pre Selection Strategy (PSS, Imagenes) approach was used to select well performing probes based on initial test hybridizations. For the preliminary large array design each gene was tiled by a maximum number of probes. A total of 231,399 oligos for the 27,381 contigs were designed and a 244 K Agilent microarray was hybridized with labeled complex total RNA mixture and genomic DNA. The best performing probes for each gene were selected, for the expressed genes based on the RNA hybridization and for the non-expressed genes based on the DNA hybridization. A final condensed Agilent 4 × 44 K array design based on the eArray platform (Agilent Technologies; https://earray.chem.agilent.com/earray/) contains the few best performing probes of each gene (1-2 for each Gene Object) with a final number of 43803 non-control probe set and 1417 Agilent Technologies built in controls (structural and spike in).

A subset of forty ice-cold anesthetized larvae per treatment (having fed on 0%, 0.016%, or 0.16% gossypol diet for three days) was dissected longitudinally under phosphate-buffered saline and gut tissues (G) were separated from the rest of the body (RB). Four biological replicates were prepared by pooling ten individuals in each replicate of either G or RB tissues, snap-frozen in liquid nitrogen, and stored at -80°C until RNA isolation. Total RNA was purified, quality tested and quantified as mentioned above. Agilent Technologies spike-in RNA was added to 500 ng of total RNA and labelled using the Low RNA Input Linear Amplification kit (Agilent Technologies). Treated RNA and control samples were labelled with cyanine 5-CTP and 3-CTP dyes according to manufacturer instructions following a double reference dye-swap design. Labelled amplified cRNA samples were purified using RNeasy MinElute Cleanup kit (Qiagen) and analyzed on a Nanodrop spectrophotometer using the microarray function. Amplified cRNA samples were used for microarray hybridization only if the yield is > 825 ng and the specific activity is > 8.0 pmol Cy3 or Cy5 per ug cRNA. 825 ng each of cyanine 3 and cyanine5 labeled cRNA were used for each array. Hybridization was carried out at 65°C for 17 hours. Slides were washed in GE Wash Buffer 1 (Agilent Technologies) for 1 min at room temperature and a further minute in GE Wash Buffer 2 pre-warmed overnight to 37°C. Slides were treated in stabilization and drying solution (Agilent Technologies), scanned with the Agilent Microarray Scanner, and data was extracted from the TIFF images with Agilent Feature Extraction software version 9.1. The initial technical validation included visual inspection of images to identify gross abnormalities or background. Prior to normalization the sensitivity of the array and relationship between RNA concentration and fluorescent signal was assessed by calculating the signal intensity generated by reporters complementary to 10 'alien' synthetic RNA spikes introduced at known concentrations (from 1 pmole to 30 nmole prior to labeling). The microarray data reported in this paper have been deposited in the Gene Expression Omnibus (GEO) database, http://www.ncbi.nlm.nih.gov/geo [GEO:GPL14736].

### Microarray analysis

Expression profiling of *H. armigera *G and RB samples subjected to different gossypol-containing diets was generated by normalizing fluorescence signals to the median intensity and log base 2-transformation of the normalized data. In order to determine the relationship between the samples per tissue, the clustering application (Euclidean distance, average linkage) was applied to normalized to median, log-transformed, statistically significant data after ANOVA (unequal variance, no threshold, Benjamini and Hochberg false discovery rate (B&H FDR) multiple test correction, adjusted P cut off < 0.001) using the Geospiza GeneSifter^® ^genetic analysis software. Data was also filtered by volcano plots comparing each gossypol dosage to its control per tissue treatment by means of an unpaired t-test, unequal variance using Agilent GeneSpring GX11.5.1 software. All 43863 probes passed the data quality filtering based on intensity measurements. Only probes with corrected P values less than 0.001 after B&H FDR were considered statistically differentially expressed. Gene Ontology (GO) [27] annotations (for the target genes represented in the microarray) obtained through Blast2go (E-value cutoff: 0.001) [28] software were used to find significant GO terms (P < 0.001) represented in the statistically filtered data using GeneSpring. In order to perform a gene level analysis using GeneSpring program, the probes of the microarray along with the target EST sequences were assembled using Sequencher 4.7, contigs were blasted to public and in-house EST databases to assign correct gene codes to each probe. Nomenclature for important *H. armigera *detoxification genes such as esterases, cytochrome P450 s (P450 s), UDP-glycosyltransferases (UGTs) and glutathione transferases (GSTs) was included using public databases or by assigning it based on homology. Nomenclature for P450 s and UGTs was approved by the relevant Nomenclature Committees. Based on a list of homologous genes, we also inspected *Drosophila melanogaster *pathway enrichment in the data set for each t-test comparison using GeneSifter^® ^applying z-score statistics to determine whether a pathway occurs more or less frequently than expected as previously described by others [29]. The pathway source originated from the Kyoto Encyclopaedia of Genes and Genomes (KEGG) (Kanehisa Laboratories). Homology was established by obtaining best BLAST [30] hits (about 24% of the probes had a hit at e < 5 × 10-2) for *H. armigera *ESTs to *D. melanogaster *reviewed reference sequences (RefSeq) (See additional file 1: Table S1 displaying best RefSeq homolog hits to *H. armigera*). Homology databases containing the protein and nucleotide refseq accession were prepared from NCBI Entrez. In addition, the normalized log-ratios for each gene in all eight biological replicates per treatment comparison (relative to control), were used to apply the rank products (RP) method which has been proven to be a powerful method for identifying biologically relevant gene expression changes [31].

### Quantitative real-time PCR

Single stranded DNA from 500 ng of total RNA was obtained and amplified using Verso SYBR^® ^Green 2-Step QRT-PCR kit (Thermo Fisher Scientific) following manufacturer's instructions. Real-time PCR oligonucleotide primers were designed on the basis of sequences obtained for *H. armigera *CYP6AE14 and CYP6AE11 and two additional genes used as normalizers (endogenous control genes) i. e. 18 S ribosomal RNA and elongation initiation factor 4. Data was analyzed using the qBase 1.3.1 software (Biogazelle) and graphed as fold expression relative to the lowest expression across treatments.

## Results

### Effect of gossypol on larval development

When fifth-instar larvae were fed an artificial diet with different concentrations of gossypol, the highest net weight gain was observed at 0.016% (T5, Duncan's P < 0.05, Figure 1-A), a gain 10% greater than when gossypol was absent. Weight gain then steeply declined as gossypol concentration further increased, with the lowest gain occurring at 0.16% gossypol (T7, Figure 1-A). Pupal weight was also highest at T5, although not significantly higher than weights at lower doses (Figure 1-B). The lowest value for pupal weight and the longest time to pupation (See additional file 2: Figure S1 showing the effect of gossypol on larval developmental time to pupation) occurred at T7 with no significant differences between the remaining treatments for these two parameters.

**Figure 1:**
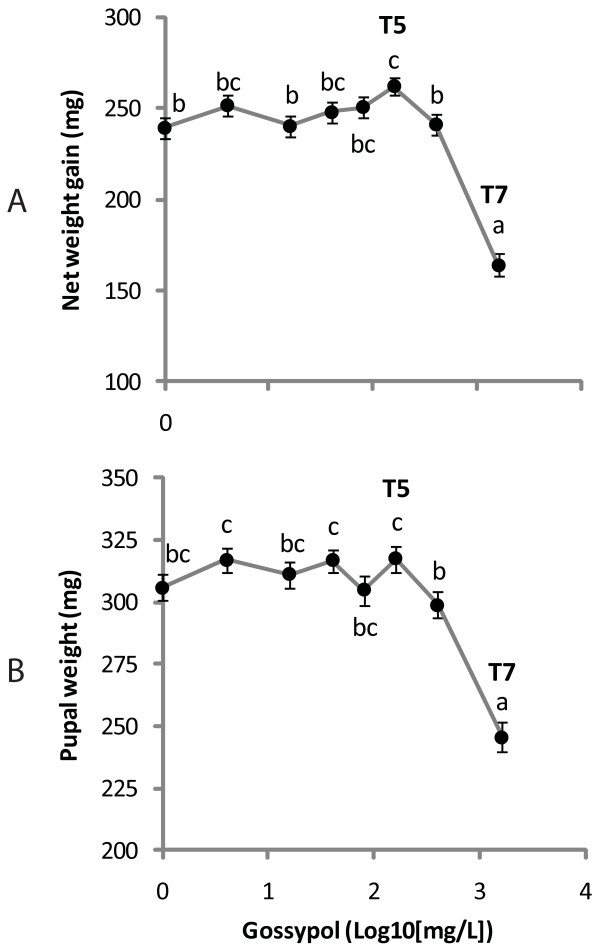
**Hormetic effect of gossypol on larval development**. Net larval weight gain (mg) (A) and pupal weight recorded one day after pupation (mg) (B) are plotted against the logarithm of gossypol concentration (mg/L). Means that are not indicated with the same letter are significantly different from each other as determined by post-hoc Duncan tests (P < 0.05) (feeding treatments T5 = 0.016%; T7 = 0.16% gossypol in insect diet).

### Effect of gossypol on gene expression

Since larval net weight gain was affected significantly only at the low T5 and high T7 gossypol doses, the transcriptional profiles of gut tissue (G) and the rest of the body (RB) from larvae collected from these treatments were examined by microarray analysis in a two-color double reference design using the 0% gossypol tissue samples as reference (See additional file 3: Figure S2-A depicting the microarray two-color design). 

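RNA abundance in the gut and in the rest of the body was compared between larvae kept for 3 days on diet with 0.016% (T5) or 0.16% (T7) gossypol and larvae on gossypol-free diet (CT). The tissues are named G for gut and RB for rest of body. Both were dissected from the same larvae, while tests of a difference between tissues treat their pools as independent. Each group was represented by 4 pools of 10 larvae. Per tissue there were 16 Agilent arrays, 8 for each dose, on which a treated and a control pool were hybridized together and then hybridized again with Cy3 and Cy5 exchanged, and the control pools served both doses. Each array held 45220 spots, of which 43803 were probes other than controls. The share of these probes well above background in a channel was 52.2% to 72.5% (median 63.6%) in the gut and 63.6% to 75.5% (median 68.3%) in the rest of the body. No channel had more than 9 saturated probes, and the number of arrays limits the precision. The authors' feature extraction software had subtracted the background and corrected the dyes within each array. From these processed intensities, log2 signals were taken relative to the median of each channel, and the log2 ratio was the treated minus the control signal. Spots marked as outliers by the software were left out, and dye-swapped arrays were averaged into 1 value per replicate. Probes well above background in at least 75% of the channels of at least 1 diet were tested with limma, and a probe is said to rise or fall where the adjusted p was under 0.05. In RB at T7, the arrays with treated RNA in Cy5 resembled the dye-swapped arrays of other replicate numbers, so replicates 1 and 3 and replicates 2 and 4 were averaged into 2 values, each with a weight of 2. Leaving out a replicate number in RB at T7 drops 2 arrays that may stem from different pools, so it need not drop a whole pool. Names of genes are best hits in other species and were at hand for 7814 probes, all from the study's own ranked lists of probes. Because those lists were ranked on these samples, a count over genes with a given name is not independent evidence of the direction of that group.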

Sample clustering using the expression profiles of the probes which passed the statistical filtering in GeneSifter yielded dendrograms grouping the control (CT) and T5 treatments closer to each other within each tissue type (See additional file 3: Figure S2-B depicting the hierarchical clustering of transcriptional responses across gossypol dose-tissue conditions).

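In each tissue the mean profile of T5 larvae lay closer to the control profile than the T7 profile did. Over all tested probes in the gut, after within-array loess and Aquantile normalization of the channels, the Euclidean distance between mean log2 profiles was 61.4 between CT and T5, 140 between CT and T7 and 142 between T5 and T7. In RB the corresponding distances were 102, 158 and 188, and average linkage joined CT and T5 first in both tissues. No probe passed an F test at an adjusted p under 0.001, so the distances were taken over all tested probes. In the gut, 3510 of 27386 probes differed between T7 and T5 (limma, 1373 higher and 2137 lower at T7), and this number was 1778, 158, 0 and 0 without replicates 1, 2, 3 and 4. Among 78 probes of antimicrobial peptides and lysozymes, 20 were lower and none was higher at T7 than at T5 in the gut (31 lower when adjusted over the list alone, not independent evidence). Of 37 fatty acid desaturase probes in the gut, 9 were higher and none was lower at T7 than at T5 (26 higher and 1 lower over the list alone), with a median difference of 1.40 log2 units. In RB 1147 of 29850 probes differed between the doses (385 higher and 762 lower at T7), and this number was 28, 16, 0 and 1320 without replicates 1, 2, 3 and 4. Cuticle proteins in the rest of the body were higher at T7 for 4 and lower for 7 of 99 probes (47 and 9 over the list alone), by a median of 1.58, and 6 of 6 phenoloxidase inhibitor probes were lower at T7 in each tissue.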

#### Gene Ontology and KEGG Pathways Analyses

Genes found to be differentially down and up-regulated using t-test statistics were grouped according to Gene Ontology (GO) categories for comparisons and those GO categories significantly enriched across treatments are listed in Table 1. 

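Gene expression in the gut of larvae on the low dose did not differ detectably from that of control larvae. None of 27399 tested probes passed limma's test at T5, and 1143 probes (4.2%) had an unadjusted p under 0.05, close to the share that chance gives. The t-test of the paper's methods on the pools called 0 probes, and on the treated against all control channels it called 7, all higher. Of 84 glycoside hydrolase probes, the enzyme class of glucan hydrolases, 7 had an unadjusted p under 0.05, and the median log2 ratio was 0.11. Heat shock proteins had a median of 0.54 over 28 probes, and 9 of them had an unadjusted p under 0.05. For 78 probes of antimicrobial peptides and lysozymes the median was -1.02, and 7 were lower when adjusted over the list alone, which is not independent evidence. The 26 probes of chitin metabolism had a median of -0.67, with 10 at an unadjusted p under 0.05. The phenoloxidase inhibitor of Table S6 was lower in 4 of 4 pools, with a log2 ratio of -1.08 ± 0.66 (SD), and did not pass limma's test (adjusted p = 1 for both probes). The 200 probes called brightest in the gut throughout are those with the largest excess of gut over rest of body signal. In replicate 1 these 200 probes had a median of -1.61, against 0.09 to 0.20 in the other replicates.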

No GO category was significantly enriched in G-T5 (gut at 0.016% gossypol) with only one up-regulated EST for this condition, putatively encoding a glucan hydrolase based on the database Blast2go search. However this low gossypol concentration had a significant effect on the expression of genes involved in cell adhesion in the RB. 

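Every probe past the test of the main fit in the rest of the body at T5 was lower than in control larvae, but not in every other fit. Of 29850 tested probes, 62 fell and none rose (limma), and 2541 (8.5%) had an unadjusted p under 0.05. A probe for farnesoic acid O-methyltransferase, an enzyme of juvenile hormone synthesis, fell by 5.44 on the log2 scale (Har_00083015, standard error 0.31, adjusted p = 0.00699), and a related probe fell by 4.19 (Har_00043062, standard error 0.241, adjusted p = 0.00699). The adhesion protein fasciclin 3 fell by 4.03 (Har_00001550, standard error 0.409, adjusted p = 0.032). Probes for digestive and chitin-related proteins also fell, namely a lipase 1 precursor (Har_00061503, log2 fold change -4.23), a chitin-binding protein of the peritrophic membrane (Har_00049103, -4.20), an α-glucosidase (Har_00117031, -3.88) and a chitin synthase (Har_00022963, -3.80), at adjusted p of 0.0245, 0.0462, 0.0284 and 0.0428. For the last 2 of these, 1 of 8 treated channels was well above background, so their sizes rest on the background level. A probe for a hatching enzyme-like protease fell at least 9.39-fold (Har_00005939, adjusted p = 0.0387). Of the 62 probes, 61 were brighter in the gut than in the rest of the body, by a median of 6.08 log2 units, against 48.8% of all tested probes. The 200 probes brightest in the gut relative to the rest of the body had a median log2 ratio of -1.54 in the rest of the body at T5. Their medians were -2.53, -0.02, -4.36 and 0.54 in replicates 1 to 4. Among 298 probes named as gut enzymes, 6 fell and none rose, and 52 were lower when adjusted over the list alone. The number of probes that fell was 61, 37, 0 and 2 without replicates 1, 2, 3 and 4, and each named probe lost its call without at least 1 of them. The unpaired fit called 170 probes, 3 of them higher, the fit with replicate as a block 392 (38 higher), with slide as a block 412 (104 higher) and on the deposited table 482 (279 higher), and the t-test on pools called 0.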

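Cadherins are adhesion proteins of the cell surface, and the array holds many probes for cadherin-like proteins that were brighter in the gut than in the rest of the body. Of 21 cadherin probes that the paper names for this condition, 19 were bright enough to be tested in the rest of the body at T5. Their log2 fold changes were all negative, from -4.85 to -2.25 with a median of -3.23. The lowest was that of Har_00019790, which is named fat tumor suppressor and not cadherin-like protein. At an adjusted p under 0.05 from limma, 2 fell (19 when adjusted over the list alone, which is not independent evidence since the study chose the probes on these samples). Probe Har_00002865 fell by 3.25 on the log2 scale (standard error 0.376, adjusted p = 0.0462) and probe Har_00002869 fell by 3.24 (standard error 0.345, adjusted p = 0.0358). Between the replicates, the median log2 ratio of the cadherin probes was -1.08, -3.77, -4.06 and -3.44, so the decrease was smallest in replicate 1. The number that fell was 17 without replicate 1 and 0 without replicate 2, 3 or 4. It was 16 with replicate as a block, 19 in the unpaired fit and 0 by the t-test on pools. Of the 21 probes, 8 were well above background in no treated channel, and for 9 probes bright in at least 7 of 8 treated channels the log2 fold changes were -4.10 to -2.80.

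**Figure D1:**
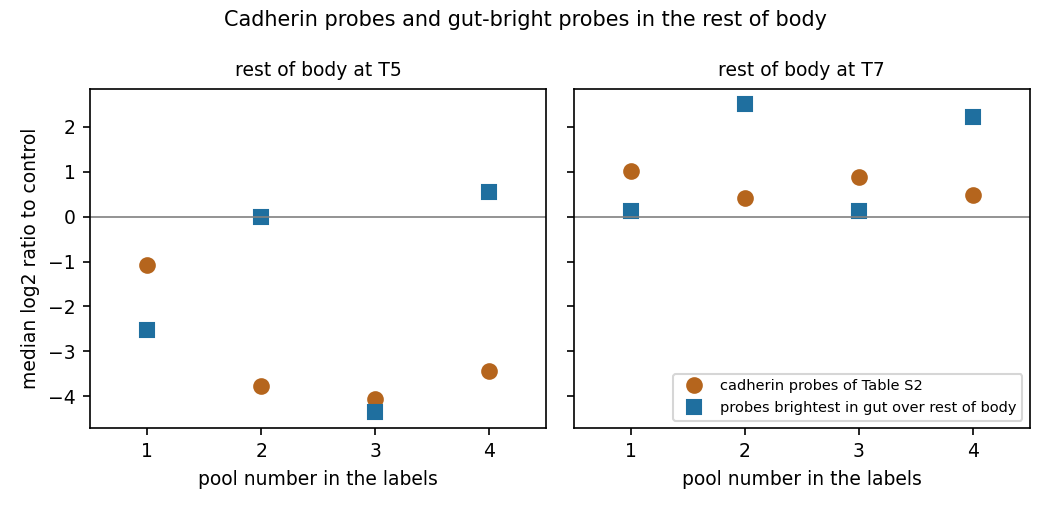
Median log2 ratio to control in the rest of the body (vertical axis) of 21 cadherin probes and of the 200 probes brightest in the gut, by replicate number in the labels, at T5 and at T7, where numbers 1 and 3 and numbers 2 and 4 count as 2 values. At T5 the cadherin probes lie between -4.06 and -1.08, while the gut-bright probes lie between -4.36 and 0.54.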

The ESTs under this category were down-regulated and are homologous to members of the cadherin superfamily (See additional file 4: Table S2) while two non-annotated ESTs and one predicted to encode a product involved in fatty acid biosynthesis were up-regulated. 

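The families that oxidize, conjugate or hydrolyse foreign compounds showed no change past the test at the low dose. In the gut at T5 none of 246 P450, 70 UDP-glycosyltransferase (UGT), 78 carboxylesterase and 49 glutathione transferase (GST) probes passed limma's test, and 21, 4, 6 and 3 of them had an unadjusted p under 0.05. Their median log2 ratios in the gut were -0.18, -0.12, -0.21 and -0.25. In RB at T5 none of 276 P450, 69 UGT, 60 carboxylesterase and 48 GST probes passed, and 38, 17, 11 and 6 had an unadjusted p under 0.05. Medians there were 0.31, 0.42, -0.18 and 0.30. When adjusted over the list alone, 1 carboxylesterase was lower in the rest of the body and no other probe of these families passed in either tissue. The t-test on the channels of all control pools called 10 P450 and 9 carboxylesterase probes in the rest of the body and no UGT or GST probe in either tissue, while the t-test on 8 channels called 2 P450 probes and the unpaired fit 1 carboxylesterase probe there. The carboxylesterase of Table S6 (Har_00054410 and Har_00054411) had a mean log2 ratio of -1.94 ± 1.89 (SD) in the gut and -0.98 ± 3.24 in the rest of the body, so its decrease did not exceed the spread between pools in the latter. The UGT of Table S6 was higher in 4 of 4 gut pools, with 0.83 ± 0.93, and did not pass.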

Gene families potentially involved in detoxification of xenobiotics (cytochromes P450, UDP-glycosyltransferases, carboxylesterases, and glutathione transferases) were either unaffected or slightly down-regulated at T5, with the exception of one GST in the gut and one in the rest of the body (Figure 2).

**Table 1:** GO categories enriched in microarray comparisons through gossypol-tissue treatments

	GO accession	GO term	Corrected p-value
**T7- Gut/UP**			
	GO:0055114	oxidation reduction	7.19E-19
	GO:0016491	oxidoreductase activity	1.94E-18
	GO:0044429	mitochondrial part	4.01E-15
	GO:0005739	mitochondrion	2.28E-14
	GO:0005740	mitochondrial envelope	1.50E-10
	GO:0031966	mitochondrial membrane	2.77E-09
	GO:0003824	catalytic activity	6.22E-08
	GO:0031967	organelle envelope	6.77E-08
	GO:0005743	mitochondrial inner membrane	7.14E-08
	GO:0019866	organelle inner membrane	7.76E-08
	GO:0031975	envelope	5.36E-07
	GO:0031090	organelle membrane	7.13E-07
	GO:0044444	cytoplasmic part	6.98E-05
	GO:0015992	proton transport	7.52E-05
	GO:0006818	hydrogen transport	8.16E-05
	GO:0006091	generation of precursor metabolites and energy	8.16E-05
	GO:0042180	cellular ketone metabolic process	1.27E-04
	GO:0015077	monovalent inorganic cation transmembrane transporter activity	3.16E-04
	GO:0019752	carboxylic acid metabolic process	3.50E-04
	GO:0043436	oxoacid metabolic process	3.50E-04
	GO:0006082	organic acid metabolic process	3.50E-04
	GO:0005759	mitochondrial matrix	4.27E-04
	GO:0031980	mitochondrial lumen	4.27E-04
	GO:0008610	lipid biosynthetic process	4.81E-04
	GO:0015672	monovalent inorganic cation transport	4.81E-04
	GO:0005506	iron ion binding	7.97E-04
			
**T5 - Rest of body/DOWN**			
	GO:0007156	homophilic cell adhesion	1.90E-05
	GO:0016337	cell-cell adhesion	2.83E-04
			
**T7 - Rest of body/DOWN**			
	GO:0070003	threonine-type peptidase activity	4.38E-12
	GO:0051603	proteolysis involved in cellular protein catabolic process	3.93E-14
	GO:0051444	negative regulation of ubiquitin-protein ligase activity	3.99E-05
	GO:0051443	positive regulation of ubiquitin-protein ligase activity	1.12E-04
	GO:0051439	regulation of ubiquitin-protein ligase activity involved in mitotic cell cycle	1.12E-04
	GO:0051438	regulation of ubiquitin-protein ligase activity	1.12E-04
	GO:0051437	positive regulation of ubiquitin-protein ligase activity involved in mitotic cell cycle	1.12E-04
	GO:0051436	negative regulation of ubiquitin-protein ligase activity involved in mitotic cell cycle	3.99E-05
	GO:0051352	negative regulation of ligase activity	3.99E-05
	GO:0051351	positive regulation of ligase activity	3.00E-04
	GO:0051340	regulation of ligase activity	3.00E-04
	GO:0044265	cellular macromolecule catabolic process	2.67E-11
	GO:0044257	cellular protein catabolic process	3.93E-14
	GO:0043632	modification-dependent macromolecule catabolic process	5.52E-10
	GO:0043234	protein complex	2.38E-08
	GO:0043161	proteasomal ubiquitin-dependent protein catabolic process	1.12E-04
	GO:0031398	positive regulation of protein ubiquitination	1.86E-04
	GO:0031397	negative regulation of protein ubiquitination	3.99E-05
	GO:0031396	regulation of protein ubiquitination	4.83E-04
	GO:0031145	anaphase-promoting complex-dependent proteasomal ubiquitin-dependent protein catabolic process	3.99E-05
	GO:0030163	protein catabolic process	8.38E-17
	GO:0022624	proteasome accessory complex	4.28E-08
	GO:0019941	modification-dependent protein catabolic process	5.52E-10
	GO:0019773	proteasome core complex, alpha-subunit complex	8.26E-04
	GO:0010498	proteasomal protein catabolic process	1.12E-04
	GO:0009057	macromolecule catabolic process	3.09E-09
	GO:0006511	ubiquitin-dependent protein catabolic process	4.88E-10
	GO:0006508	proteolysis	1.86E-04
	GO:0005839	proteasome core complex	4.38E-12
	GO:0005838	proteasome regulatory particle	6.90E-09
	GO:0004298	threonine-type endopeptidase activity	4.38E-12
	GO:0000502	proteasome complex	2.60E-29
			
**T7 - Rest of body/UP**			
	GO:0016491	oxidoreductase activity	9.14E-24
	GO:0055114	oxidation reduction	7.45E-20
	GO:0042302	structural constituent of cuticle	6.83E-13
	GO:0050662	coenzyme binding	1.18E-12
	GO:0048037	cofactor binding	1.18E-12
	GO:0050660	FAD or FADH_2 _binding	1.16E-08
	GO:0003824	catalytic activity	3.37E-08
	GO:0006066	alcohol metabolic process	2.52E-07
	GO:0016614	oxidoreductase activity, acting on CH-OH group of donors	2.52E-07

Statistically filtered transcriptional responses per *H. armigera *tissue (Welch's t-test, B&H FDR corrected P < 0.001) relative to gossypol-free diet expression data was subjected to GO enrichment analysis (P < 0.01) using Agilent GeneSpring GX11.5.1 software (Gossypol concentration: T5 = 0.016%, T7 = 0.16%).

**Figure 2:**
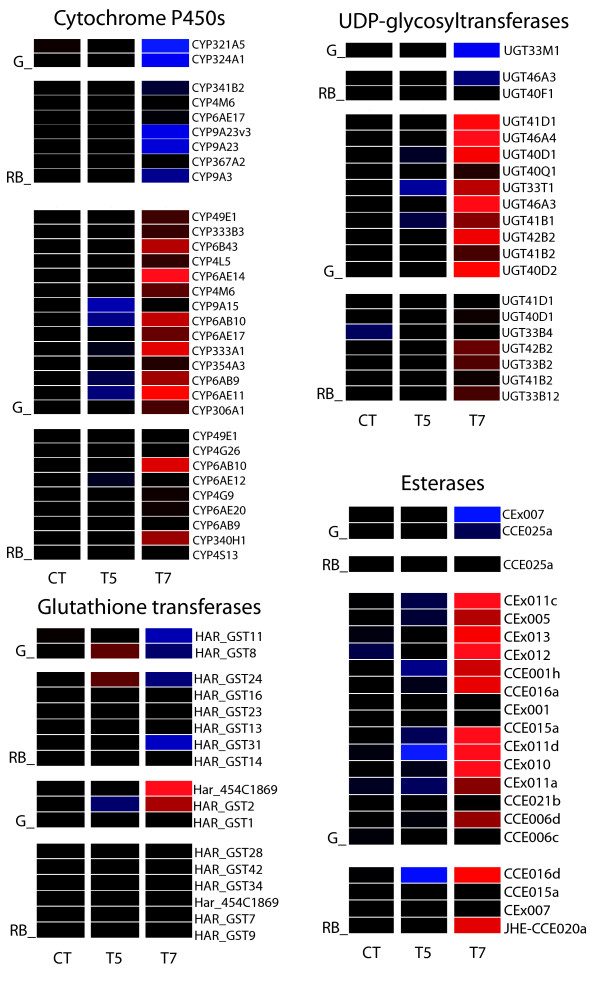
**Expression of detoxification gene families across gossypol dose-tissue experimental conditions**. Transcriptional responses of cytochrome P450 s, esterases, UDP-glycosyltransferases and glutathione transferases in gut and the rest of the body are displayed for two gossypol concentrations (CT: 0%; T5: 0.016%; T7: 0.16%). Responses are expressed relative to the median intensity of all data (blue = down-regulation; black = no change; red = up-regulation). Genes were found to be differentially expressed in *H. armigera *rest of body (RB) larval tissue to a 0.16% (T7) gossypol in the diet relative to the control samples (Welch's t-test, B&H FDR P < 0.001).

At the higher gossypol concentration T7, the oxidoreductase molecular function was significantly enriched in both gut and RB. Among these genes several P450 enzymes are significantly upregulated, notably CYP6AE14 and CYP6AE11, while a few are downregulated (Figure 2). 

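P450s, which oxidize plant toxins, moved in both directions at the high dose. In the gut at T7, 81 of 246 tested P450 probes rose and 67 fell (limma; 100 and 73 when adjusted over the list alone, not independent evidence). The number past the test was 88 without replicate 2 and 87 without replicate 4. The largest increase in the gut was of a P450 probe with no subfamily name, Har_00002309, with a log2 fold change of 8.28 (310-fold, standard error 0.69, adjusted p = 0.0011). CYP6AE14 rose by 5.18 on the log2 scale for probe Har_00094401 (standard error 0.377, adjusted p = 0.000945) and by 3.31 for probe Har_00094402 (standard error 0.585, adjusted p = 0.00605). In RB at T7, 39 of 276 P450 probes rose and 89 fell (60 and 96 when adjusted over the list alone), and 26 changed without pools 2 and 4. CYP6AE14 rose there by 3.37 for Har_00094402 (standard error 0.692, adjusted p = 0.0248) and at least 3.46-fold for Har_00094401 (adjusted p = 0.0436). Har_00002309 rose at least 8.76-fold (adjusted p = 0.0414) and P450 probe Har_00000614 rose by 4.75 (standard error 1.08, adjusted p = 0.0329) in the rest of the body, a size that rests on the background level, since 5 of 16 control channels were well above it. Without replicate 1 and without replicate 3 in this tissue, the adjusted p of Har_00002309 was 0.0778 and 0.0817 and that of Har_00000614 was 0.0665 and 0.0657.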

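Part of the probes for enzymes that attach sugars to toxins, hydrolyse esters or conjugate glutathione changed in each tissue at T7. Of 70 UGT probes in the gut, 28 rose and 1 fell (limma; 28 and 4 when adjusted over the list alone), and of 69 in the rest of the body 19 rose and 7 fell (22 and 8). Among 78 carboxylesterase probes in the gut, 34 rose and 16 fell (41 and 16 over the list alone), against 8 that rose and 7 that fell of 60 in the rest of the body (15 and 7). GST probes went both ways in the gut, where 11 of 49 rose and 13 fell (12 and 15 over the list alone), and in the rest of the body 2 of 48 rose and 14 fell (5 and 19). The names come from the study's ranked lists, so these counts are not independent evidence. A test of the difference in response between the tissues found 4 of 65 UGT, 5 of 49 carboxylesterase, 10 of 47 GST and 32 of 231 P450 probes with a higher response in the gut, and 1, 1, 8 and 4 with a lower one, and without replicate 2 the numbers past this test were 4, 3, 2 and 21. In RB a juvenile hormone esterase rose by 3.50 on the log2 scale (Har_00113816, standard error 0.497, adjusted p = 0.00955), an ecdysteroid UGT rose by 3.19 (Har_00040077, standard error 0.688, adjusted p = 0.0284) and a GST fell by 2.82 (Har_00070163, standard error 0.257, adjusted p = 0.00428). The ecdysteroid UGT had an adjusted p of 0.0603 without replicate 2 and 0.0606 without replicate 4. In the gut, 33 carboxylesterase probes passed without replicate 4, and 14 and 13 GST probes passed without replicates 2 and 4. In RB, 9 carboxylesterase probes passed without replicate 2 or 4, 10 GST probes without replicate 3, and 0 UGT, 0 carboxylesterase and 2 GST probes without pools 2 and 4.

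**Figure D2:**
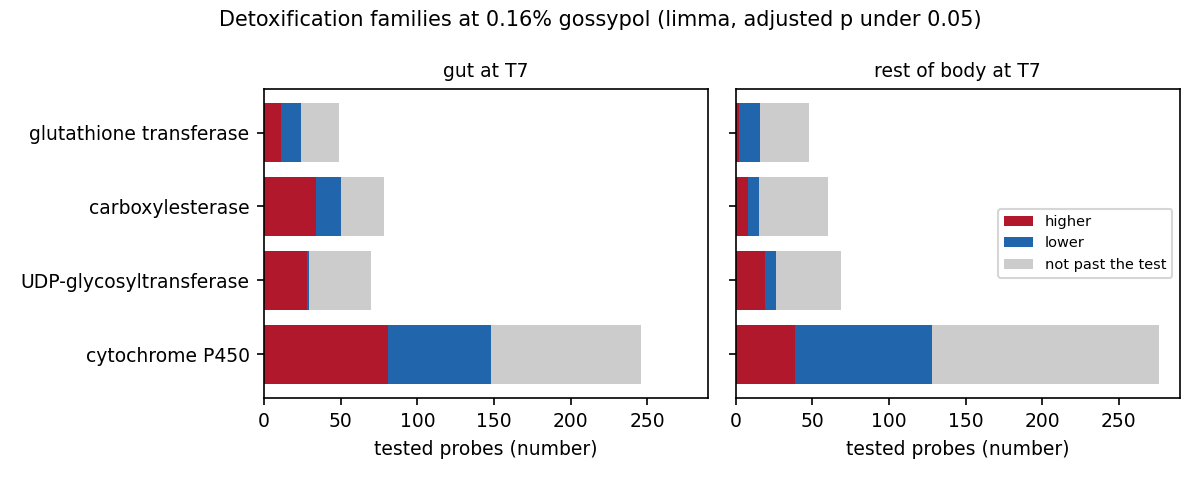
Number of tested probes of 4 detoxification families in each tissue at 0.16% gossypol, divided into probes higher, lower and not past limma's test at an adjusted p under 0.05. In the gut 28 of 70 UGT probes were higher and 1 was lower.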

Several UGTs and carboxylesterases, and a fewer number of GSTs are upregulated, predominantly in the midgut (Figure 2). Many genes were down-regulated in G-T7; however, no particular GO enrichment was observed even if a less stringent p-value cut off (0.01) was applied to the analysis. 

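The high dose changed the expression of many gut genes in both directions. At T7 in the gut, 4274 of 27399 probes rose and 3907 fell (limma), 11850 had an unadjusted p under 0.05, and 22 passed at an adjusted p under 0.001. The number past 0.05 was 3721 without replicate 2 and 3147 without replicate 4, and the t-test on pools called 11. Of 78 probes of antimicrobial peptides and lysozymes, 47 fell and none rose (47 when adjusted over the list alone), with 23 past the test without replicate 2 and 18 without replicate 4. Beside them, 6 of 21 hemocyte marker probes and 5 of 62 fat body marker probes fell and none rose (6 and 0 over the list alone), with 0 of either past the test without replicate 4. A lysozyme fell by 5.66 on the log2 scale (Har_00046808, standard error 0.817, adjusted p = 0.00319). Sugar transporter probes fell in 45 and rose in 7 of 104 cases (49 and 9 over the list alone), and 27 and 25 passed without replicates 2 and 4. Of 26 probes of chitin metabolism, 15 fell and 1 rose (18 and 1 over the list alone). Chitinase 4 fell by 4.47 (Har_00120076, standard error 0.633, adjusted p = 0.00302). A lipase fell by 4.65 (Har_00030480, standard error 0.612, adjusted p = 0.00244), while 38 lipase probes rose and 11 fell of 106 (43 and 11 over the list alone), with 22 and 25 past the test without replicates 2 and 4. The counts over names are not independent evidence.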

Many ESTs down-regulated in the RB in the gossypol T7 treatment were found to be associated with the proteasome complex. 

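The proteasome degrades tagged proteins of the cell, and nearly all probes named for it fell together in the rest of the body at the high dose. A name was at hand only for probes among the first 1999 of one of the study's ranked lists. Proteasome probes with little change may therefore be uncounted. Of 104 proteasome probes, 101 fell and none rose (limma; 103 when adjusted over the list alone, not independent evidence). Their log2 fold changes were -1.57 to -0.23 with a median of -1.17. Proteasome subunit beta type-2 fell by 1.57 on the log2 scale (Har_00004977, standard error 0.173, adjusted p = 0.00552) and subunit Y fell by 1.54 (Har_00067909, standard error 0.263, adjusted p = 0.015). Compared with T5, 21 of the 104 probes were lower at T7 and none was higher (99 lower over the list alone), and 0, 0, 0 and 27 passed without replicates 1, 2, 3 and 4. With slide or scan day as a block 62 proteasome probes fell. Without pools 2 and 4, which leaves 1 averaged value, none passed, and Har_00004977 then had a log2 fold change of -1.39 (adjusted p = 0.0726). In all, 2006 of 29850 probes rose and 2930 fell in the rest of the body at T7, with 10103 at an unadjusted p under 0.05. The number past the test was 3252, 3216 and 3174 without replicates 2, 3 and 4, and 292 without pools 2 and 4. The egg yolk precursor vitellogenin fell by 5.79 (Har_00113907, standard error 0.526, adjusted p = 0.00428, with 2 of 8 treated channels well above background) and a takeout-like protein fell by 5.02 (Har_00013871, standard error 0.177, adjusted p = 0.00153).

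**Figure D3:**
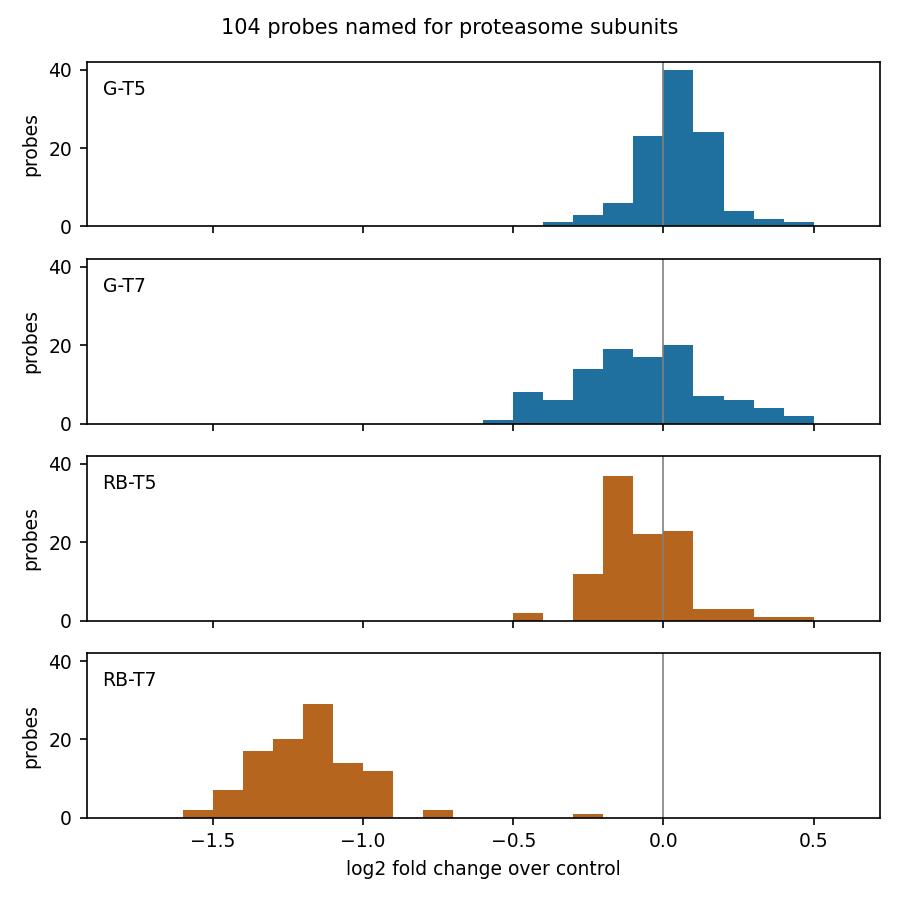
Histograms of the log2 fold change over control of 104 proteasome probes (horizontal axis) in each tissue and dose. In RB at T7 all probes lie between -1.57 and -0.23, and in the gut at T7 their median is -0.07.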

(See additional file 5: Table S3 containing a list of differentially expressed genes across conditions with no GO enrichment.)

Genes were also grouped with respect to biochemical pathways as categorized by KEGG for *D. melanogaster*, and those pathways statistically significant based on t-test comparisons along with the direction of the regulation based on the significant z-score obtained for the pathway are displayed in Figure 3 (See additional file 6: Table S4 listing the number of genes differentially expressed per KEGG category and the corresponding z-scores). The trends observed based only on this pathway analysis should be considered with some caution due to the low similarity scores of many of the *Drosophila *genes to their putative *H. armigera *orthologs. No KEGG pathways occurred more or less frequently than expected in the G-T5 condition when compared to the control. However, in the rest of the body, T5 affected the glycolysis/gluconeogenesis, amino acid metabolism and phototransduction pathways. The frequency of these same pathways was also distinct in RB-T7 and only the glycine, serine and threonine metabolic pathway was regulated in a similar way at both gossypol concentrations. The mammalian target of rapamycin (mTOR) pathway was similarly affected by T5 in the rest of the body and by T7 in the gut, with the down-regulation of genes observed more frequently than expected for this pathway. Only in G-T7, down-regulated genes are more frequent in the Notch and the JAK-STAT (Janus kinase-signal transducer and activator of transcription) signalling pathways, while genes involved in drug metabolism are up-regulated significantly. In turn, only in RB-T7, oxidative phosphorylation pathway genes are down-regulated while the peroxisome pathway is up-regulated (see additional file 7, Table S5, showing homologs in the peroxisome pathway). 

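Probes named for the mitochondrial respiratory chain and probes of peroxisomal enzymes were examined at T7. The former are those with a matching name in the study's ranked lists and may be only a part of the KEGG pathway that the paper tested. Of 29 oxidative phosphorylation probes in the rest of the body, 1 fell and none rose (limma; none when adjusted over the list alone), 28 did not pass, and the median log2 ratio was 0.27. The probe that fell was cytochrome c oxidase subunit IV, with a log2 fold change of -1.07 (Har_00016825, standard error 0.281, adjusted p = 0.0482), and without replicates 2, 3 and 4 its adjusted p was 0.0795, 0.141 and 0.116. The direction turned under other settings, since 1 probe rose and none fell with within-array loess and 2 rose with treated RNA in Cy3 alone. In the gut, 12 of 27 such probes rose and 1 fell (14 and 1 over the list alone), with 7 and 8 past the test without replicates 2 and 4, and an ATP synthase lipid-binding protein rose by 1.35 (Har_00110627, standard error 0.202, adjusted p = 0.00357). Of 10 peroxisome probes that the paper names, 7 rose in the rest of the body and none fell (8 when adjusted over the list alone, not independent evidence since the study chose them on these samples), with a median of 1.51. They include a homolog of rosy, xanthine dehydrogenase, which rose by 2.02 (Har_00194601, standard error 0.506, adjusted p = 0.0425), and 4 probes for the CG12512 homolog at 1.69 to 1.87. Without any 1 replicate the adjusted p of Har_00194601 was 0.0693 to 0.0799, and without pools 2 and 4 no peroxisome probe passed. In the gut 6 of 8 peroxisome probes rose, with a median of 1.16, and 2, 2 and 1 passed without replicates 1, 2 and 4.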

The proteasome and the ribosome pathways are affected in both tissues at gossypol T7 concentration but differentially regulated. 

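Probes named for the proteasome responded differently in the tissues at T7, while none of 13 ribosomal protein probes passed a test of that difference. In the gut, 3 of 104 proteasome probes rose and 2 fell (limma; none when adjusted over the list alone), and the median log2 ratio was -0.07. The proteasome assembly chaperone 1 fell by 0.48 on the log2 scale (Har_00010588, standard error 0.134, adjusted p = 0.0284). Without replicates 1, 2, 3 and 4 the number of gut probes past the test was 0, 1, 2 and 0. Testing the difference between the tissues directly, 96 of 104 proteasome probes had a higher response in the gut than in the rest of the body (102 over the list alone), by a median of 1.06, and 68, 30, 50 and 85 passed without replicates 1, 2, 3 and 4. Of 15 ribosomal protein probes in the gut, 4 rose and none fell (6 over the list alone), with 1, 2 and 2 past the test without replicates 2, 3 and 4. Ribosomal protein L9 rose by 1.24 (Har_00088663, standard error 0.258, adjusted p = 0.0104), and its adjusted p was 0.0556 without replicate 4. In RB 1 of 17 rose and 2 fell (4 and 3 over the list alone), and none passed without pools 2 and 4. Ribosomal protein L24e fell there by 1.55 (Har_00072020, standard error 0.234, adjusted p = 0.0108, with 2 of 8 treated channels well above background). Of 13 ribosomal probes tested for a difference between the tissues, none passed, 1 had an unadjusted p under 0.05, and the median difference was 0.00. The names come from the study's ranked lists, so the counts are not independent evidence. Only 21 probes carried a ribosomal protein name, so other ribosomal probes may be uncounted. The ribosome pathway of the paper was not tested.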

Some other energy metabolism and gene regulation-related pathways were found uniquely for each condition when compared to the control, e.i. amino acid and sugar metabolic pathways in RB-T7. Consistencies between the GO and the KEGG pathway analyses are observed regardless of the low stringency for homology assignment in the case of the last analysis (e. g. proteasome, oxidation-reduction). We considered that the KEGG pathway analysis presented here, however, represents a first attempt to see transcriptional data under a regulatory framework that may allow us to direct our attention to testing additional hypotheses about gossypol effects in insects.

**Figure 3:**
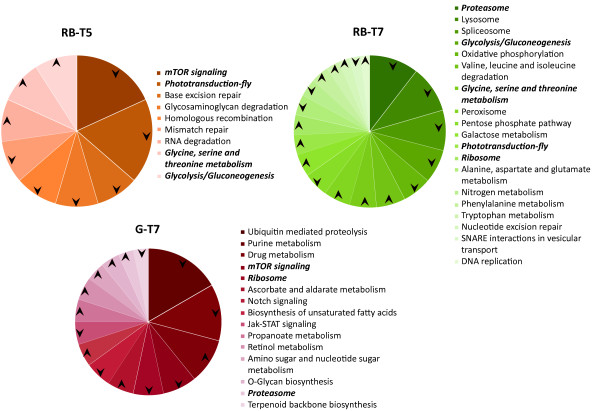
**KEGG pathway analysis on differentially regulated genes across gossypol dose-tissue experimental conditions**. Charts depict the proportion of genes, using fruit fly gene homology to *H. armigera *ESTs represented in the microarray, belonging to pathways occurring more or less frequently than expected in the test group relative to control (gossypol-free diet). Arrows indicate directionality of regulation for the corresponding genes in the pathway associated with significant z-scores (minimum number in gene set = 10) (Tissue: G = gut, RB = rest of body; Gossypol concentration: T5 = 0.016%, T7 = 0.16%).

#### Rank Products Analysis

The average of the normalized log-ratios across biological replicates was plotted for a set of selected genes ranked among the most up or down-regulated (See additional file 8: Table S6 containing the expression data of selected genes). 

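β-Fructofuranosidase splits sucrose and glucose dehydrogenase oxidizes glucose, and in the gut both were well above background in some channels only. For β-fructofuranosidase Har_00045193 these were 8 of 16 control and 4 of 8 T5 channels, for glucose dehydrogenase Har_00093973 they were 1 and 4, and neither gene's probes met the filter for testing. At T5 in the gut the β-fructofuranosidase of Table S6 (Har_00045193 and Har_00045194) had log2 ratios of -4.11, 0.61, 6.57 and 6.01 in replicates 1 to 4, with a mean of 2.27 ± 5.03 (SD). The glucose dehydrogenase (Har_00093973 and Har_00093974) had ratios of 0.02, 0.31, 4.40 and 5.14, with a mean of 2.47 ± 2.68. For both genes the spread between pools exceeded the mean. When all 43803 probes were ranked by rank products on the ratio to control, the β-fructofuranosidase probes stood at positions 37 and 33 from the top and the glucose dehydrogenase probes at 79 and 112. None of 7 β-fructofuranosidase probes in the gut met the brightness filter. Of 28 glucose dehydrogenase and related oxidase probes that did, 1 had an unadjusted p under 0.05 and none passed limma's test.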

Genes involved in energy acquisition such as β-fructofuranosidases and glucose dehydrogenases are among the most significantly up-regulated genes in G-T5 (Figure 4). Among the most up-regulated genes are also sugar-degrading enzymes in the RB (i.e. α-glucosidases). 

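α-Glucosidases release glucose from starch and sugars in the gut. In RB at T5 the α-glucosidase of Table S6 had a log2 ratio of 2.20 for probe Har_00101455 (standard error 1.15, adjusted p = 0.588 from limma) and 2.22 for Har_00101456 (standard error 1.23, adjusted p = 0.594). Averaged over both probes, the ratios of the α-glucosidase were 3.58, -1.44, 5.29 and 1.42 in replicates 1 to 4, higher than control in 3 of 4, with a mean of 2.21 ± 2.91 (SD). The mean thus did not exceed the spread between pools. The α-glucosidase was highest in replicates 1 and 3, in which the probes brightest in the gut were lowest. Rank products placed its probes at positions 16 and 21 from the top. Of 18 α-glucosidase probes tested in this tissue, none rose and 1 fell, with a median of 1.79.

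**Figure D4:**
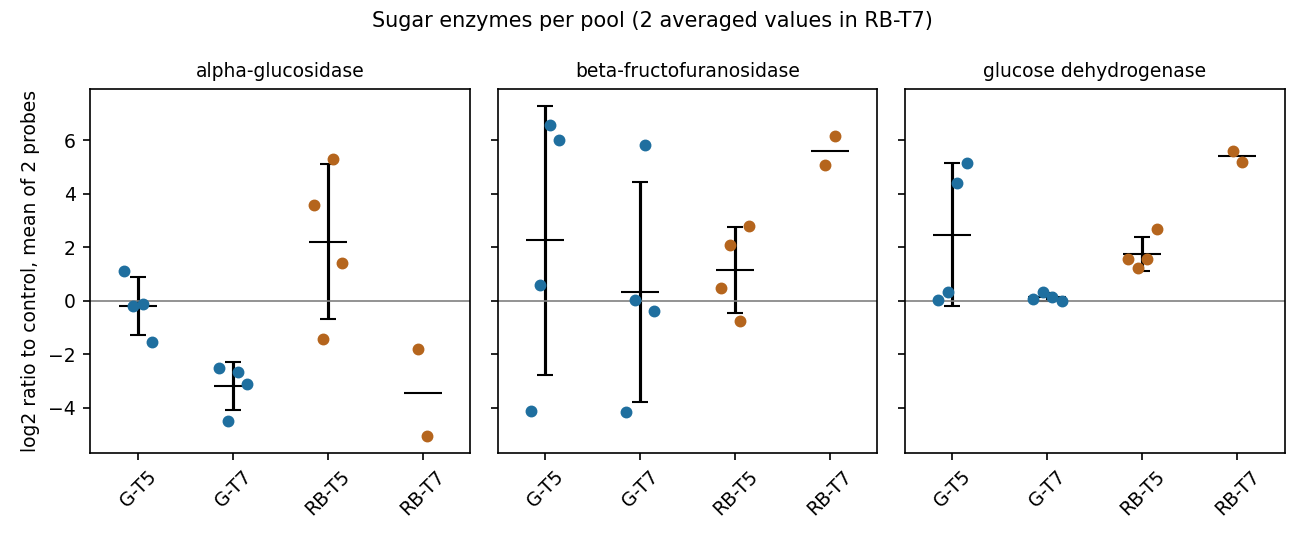
Log2 ratio to control, averaged over the 2 probes of Table S6, of genes of sugar metabolism in the gut (G) and rest of body (RB) at T5 and T7, with a point per pool, the mean as a dash and the SD as a bar. The 2 points of RB-T7 are averages over replicates 1 and 3 and over replicates 2 and 4, without SD. α-Glucosidase in RB-T5 spans -1.44 to 5.29.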

Contrary to their up-regulation in T5, α-glucosidase genes are among the most significantly down-regulated in both tissue types at T7 along with other glycoside hydrolases in the RB at this same gossypol dose. However, β-fructofuranosidase is up-regulated in the RB-T7 experimental condition and homologs of phenoloxidase inhibitor and oxidase peroxidase genes are differentially regulated in both tissues at this same concentration. 

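At the high dose 11 of 22 α-glucosidase probes fell in the gut, and in the rest of the body most were lower without passing the test. In the gut at T7 the α-glucosidase of Table S6 fell by 3.16 on the log2 scale for Har_00101455 (standard error 0.43, adjusted p = 0.00269 from limma) and by 3.24 for Har_00101456 (standard error 0.437, adjusted p = 0.00261). Another α-glucosidase probe, Har_00046379, fell by 3.30 (standard error 0.458, adjusted p = 0.00284). Another 5 α-glucosidase probes rose in the gut (11 fell and 5 rose when adjusted over the list alone). The response at T7 was lower than at T5 in the gut for Har_00101455 (difference in log2 ratio -3.04, adjusted p = 0.0185), but not past the test without replicate 2, 3 or 4. In RB the same α-glucosidase had a log2 ratio of -3.57 for Har_00101455 (standard error 1.15, adjusted p = 0.0813) and -3.30 for Har_00101456 (adjusted p = 0.117), and was lower in both averaged values. None of 18 α-glucosidase probes passed there, 11 had an unadjusted p under 0.05, and the median was -2.77. The t-test on 8 channels called 9 of them and the t-test on pools 2, but the values of these t-tests need not be independent there. Among 85 glycoside hydrolase probes in the rest of the body, 28 fell and 18 rose (28 and 19 over the list alone), and 21 changed without pools 2 and 4. Glycoside hydrolase Har_00046316 fell by 3.74 (standard error 0.22, adjusted p = 0.00258, with 2 of 8 treated channels well above background). In the gut 36 of 84 glycoside hydrolase probes rose and 14 fell (40 and 20 over the list alone), with 23, 32 and 17 past the test without replicates 2, 3 and 4. Counts over names are not independent evidence. The probes brightest in the gut had a median log2 ratio of 1.36 in the rest of the body at T7.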

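The sucrose-splitting β-fructofuranosidase rose in the rest of the body at T7, a phenoloxidase inhibitor fell in both tissues, and 10 of 21 oxidase peroxidase probes rose in the rest of the body. Both β-fructofuranosidase probes of Table S6 rose there, by 5.71 on the log2 scale for Har_00045193 (standard error 0.578, adjusted p = 0.00496 from limma) and by 5.50 for Har_00045194 (standard error 0.636, adjusted p = 0.00594). All 6 β-fructofuranosidase probes tested in this tissue rose (6 when adjusted over the list alone). The phenoloxidase inhibitor, which restrains melanin formation, fell by 4.58 in the gut (Har_00001624, standard error 0.44, adjusted p = 0.00152) and had a log2 fold change of -4.15 in the rest of the body (Har_00001623, standard error 0.372, adjusted p = 0.00427). All 6 phenoloxidase inhibitor probes fell in each tissue, with a median of -3.69 in the gut and -2.52 in the rest of the body. Oxidase peroxidase Har_00048373 rose by 7.65 in the rest of the body (standard error 0.804, adjusted p = 0.00518), and no oxidase peroxidase probe fell there (11 rose over the list alone). Its control signal was well above background in 1 of 16 channels, so this fold rests on the background level. In the gut the oxidase peroxidase probes of Table S6 were too dim to test, with a mean log2 ratio of 1.33 ± 2.33 (SD) that rests on a value of 4.82 in replicate 3 against 0.07 to 0.24 in the others. Another oxidase peroxidase probe, Har_00095424, fell by 1.58 in the gut (standard error 0.267, adjusted p = 0.00517). Without pools 2 and 4 no β-fructofuranosidase or oxidase peroxidase probe passed in the rest of the body. Names from the study's lists make these counts no independent evidence.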

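CYP9G5 and CYP6AE14 are P450s that moved in opposite directions at the high dose. CYP9G5 fell in the gut at T7 by 3.45 on the log2 scale for probe Har_00000138 (standard error 0.369, adjusted p = 0.00179 from limma) and by 3.34 for Har_00000136 (standard error 0.379, adjusted p = 0.00186). In RB at T7 the CYP9G5 probes fell by 3.49 and 3.40 (adjusted p = 0.006 and 0.00839). At T5 the mean log2 ratio of CYP9G5 was -0.21 ± 0.84 (SD) in the gut and 0.25 ± 0.95 in the rest of the body, within the spread between pools. The difference between the doses passed the test in both tissues for CYP9G5, with -3.25 in the gut (adjusted p = 0.0182) and -3.68 in the rest of the body (adjusted p = 0.0321), but not in the gut without replicate 3 or 4 nor in the rest of the body without replicate 1, 2 or 3. By rank products on the ratio to control at T7, the CYP9G5 probes stood at positions 110 and 96 from the bottom in the gut and 130 and 118 in the rest of the body. CYP6AE14 stood at positions 4 and 53 from the top in the gut and 123 and 131 in the rest of the body. At T5 the CYP6AE14 probes stood at positions 3127 and 455 from the bottom in the gut.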

P450 s are ranked among the most up and down-regulated genes in both tissues for each gossypol concentration (Figure 5). At T5 in the gut, a slight up-regulation of glutathione transferase GST24 is observed, while zinc-iron transporters are ranked among the most up-regulated genes in the G-T7 condition. 

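A glutathione transferase and metal transporters were followed across the doses. GST24 at T5 had a mean log2 ratio of 0.48 ± 0.58 (SD) in the gut, higher than control in 3 of 4 pools, and 0.88 ± 0.60 in the rest of the body, higher in 4 of 4. Neither GST24 value passed limma's test (adjusted p = 1 in the gut and 0.506 and 0.507 for the probes in the rest of the body). At T7 GST24 fell in both tissues, by 1.23 in the gut for probe Har_00018290 (standard error 0.235, adjusted p = 0.00782) and by 1.93 in the rest of the body (standard error 0.242, adjusted p = 0.00723). Zinc-iron transporters carry metal ions across membranes, and Table S6 gives 1 of them with probes Har_00026894 and Har_00026899. This transporter rose in the gut at T7 by 3.55 (standard error 0.452, adjusted p = 0.00223) and 3.74 (standard error 0.461, adjusted p = 0.0021). Another zinc-iron transporter probe, Har_00026329, rose by 3.78 (standard error 0.498, adjusted p = 0.00246). Of 15 zinc-iron transporter probes in the gut, 8 rose and 5 fell (8 and 5 when adjusted over the list alone, not independent evidence). Rank products placed the transporter of Table S6 at positions 26 and 21 from the top in the gut at T7.

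**Figure D5:**
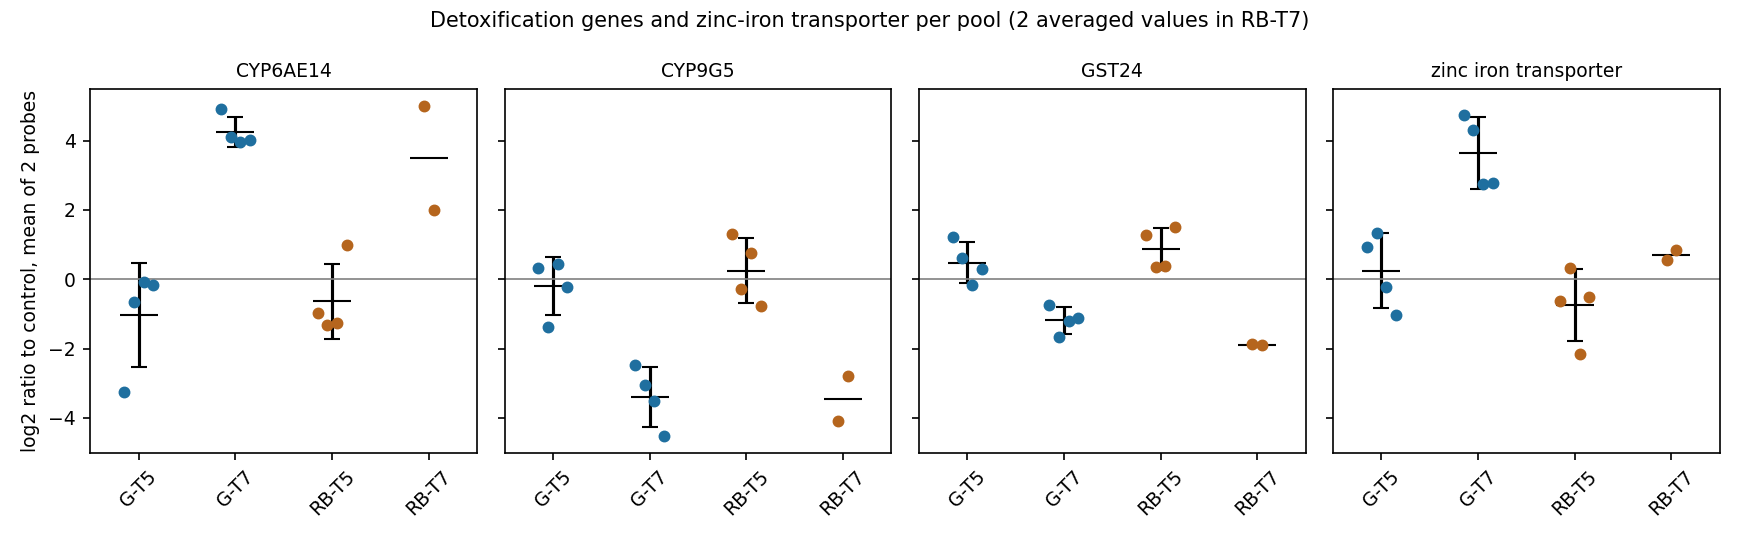
Log2 ratio to control, averaged over the 2 probes of Table S6, of detoxification and transport genes in the gut (G) and rest of body (RB) at T5 and T7, with a point per pool, the mean as a dash and the SD as a bar. The 2 points of RB-T7 are averages over replicates 1 and 3 and over replicates 2 and 4, without SD, and GST24 lies below 0 in both.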

(See additional files 9, 10, 11, 12, 13, 14, 15, 16 for complete lists of microarray probes ranked for up and down-regulation across experimental conditions.)

**Figure 4:**
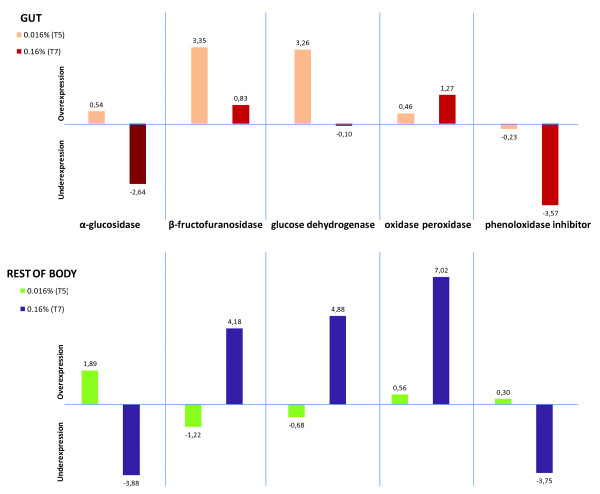
**Transcriptional response of energy acquisition and oxidative stress-related genes across experimental conditions**. Gene expression was found to be differentially regulated by the Rank Products method. The average of the normalized log-ratios across biological replicates for two probes representing each gene is plotted. The ratio is represented by either T5 (0.016%) or T7 (0.16%) over the control (0% gossypol) across tissues.

**Figure 5:**
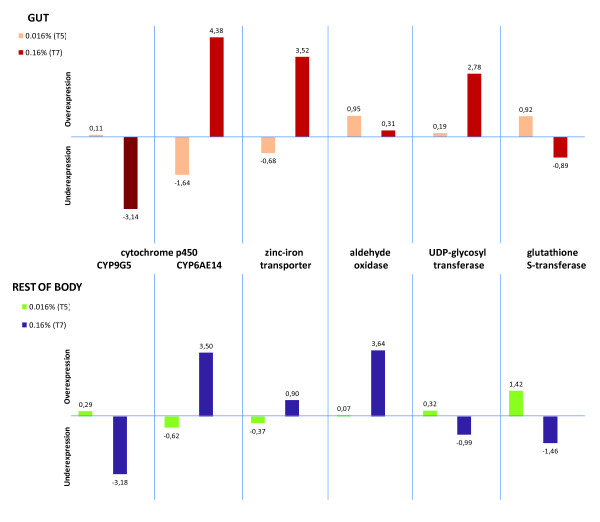
**Transcriptional response of a selection of putative detoxification genes across experimental conditions**. Gene expression was found to be differentially regulated by the Rank Products method. The average of the normalized log-ratios across biological replicates for two probes representing each gene is plotted. The ratio is represented by either T5 (0.016%) or T7 (0.16%) over the control (0% gossypol) across tissues.

#### Quantitative real-time PCR

Additionally, we inspected the gene expression of CYP6E14 and CYP6AE11 (with 91% nucleotide identity to CYP6E14) across all gossypol concentrations by qRT-PCR (See additional file 17 Figure S3) CYP6AE14 and CYP6AE11 are highly up-regulated at the highest gossypol concentration. CYP6AE11 expression declines slightly over 0.004 to 0.016% gossypol concentrations compared to the control 0%, and then increases at the highest concentration, roughly mirroring the hormetic growth response.

## Discussion

### Effect of gossypol on larval growth

The biphasic response to gossypol concentration is similar to observations for another heliothine species, *Heliothis virescens *[13] where the highest larval weight was obtained when the insects were exposed to a 0.0125% gossypol-containing diet. Before our study, the effect of gossypol doses lower than 0.0125% on larval development had not been examined. The maximum stimulatory concentrations of gossypol on weight gain in heliothine larvae may lie between 0.008% and 0.04%. Data in Figure 1 are also consistent with the results of Stipanovic et al. [25] where the developmental effect of 0.16% gossypol and higher towards *Helicoverpa zea *larvae resulted in a significant extension of the time to reach pupation and decrease of pupal weight regardless of gossypol enantiomer or racemate used in the diet. The results herein indicate that the inhibitory effects of gossypol on *H. armigera *can be observed even if the insect is exposed later in its development, since we did not rear the insects on the gossypol-containing diet from the neonate stage as done by other researchers [13,25,32]. In addition, a hormetic effect on larval weight gain can also be observed on newly molted fifth instar larvae even after three days of exposure to gossypol, although in this regard we have no data on the relative effect of the racemic mixture versus the separate enantiomers. Thus hormesis seems to be a general feature of the response of generalist heliothines to gossypol. The many host-plant specialists within this insect group, which do not normally encounter gossypol in their diet, have not been tested for hormetic effects.

### Coping with gossypol

It has been suggested that bacterial infection stimulates epithelial renewal via reactive oxygen species (ROS) production [33]. A similar stimulatory response may be triggered by low gossypol concentrations in the CBW gut, since a consequence of gossypol toxicity may involve the generation of superoxide free radicals damaging the epithelium [5]. However, if present, such a proliferative response does not seem to be mediated by significant transcriptional changes in the midgut at the low gossypol concentration.

Gossypol, as a lipophilic compound, interacts with cellular membranes and forms bonds with the amine groups of proteins via Schiff's base formation; cross-linking of membrane proteins has been suggested to block cell-to-cell communication [34]. Previously, it has been proposed that adaptive changes in lipid content can occur upon gossypol exposure [34,35]. We speculate that this effect on genes involved in cell adhesion may represent a response to the cytotoxicity of gossypol at this concentration. A down-regulation of cell adhesion genes has also recently been observed as a consequence of gossypol exposure in mammalian cells [36]. A 12-cadherin domain protein is expressed in the midgut of lepidopteran larvae where it is a binding target for Cry1A toxins from *Bacillus thuringiensis *(Bt) [37]. It has recently been shown that the same cadherin is also expressed in the larval testis of the cotton specialist pink bollworm (*Pectinophora gossypiella*) suggesting a role in sperm production [38]. Mutations in this protein responsible for Bt toxin resistance reduce fertility somewhat and in turn Bt-resistant pink bollworm is more susceptible to gossypol [39]. 

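The cadherin probes measured transcripts that were abundant in the gut and much less so in the rest of the body. Their mean log2 level was 12.56 in the gut and 6.91 in the rest of the body, and all 21 were brighter in the gut. In the gut at T5 the median log2 ratio of the 21 cadherin probes was 0.34, 4 had an unadjusted p under 0.05 and none passed limma's test or the t-tests. A direct test of the difference at T5 found 16 of 19 cadherin probes with a higher response in the gut than in the rest of the body (19 when adjusted over the list alone, not independent evidence), by a median of 3.56, and 19, 6, 8 and 10 passed without replicates 1, 2, 3 and 4. At T7 the medians were 0.06 in the gut and 0.72 in the rest of the body. None of these cadherin probes passed at T7 in either tissue or had an unadjusted p under 0.05 (limma). The t-test on pools called 14 in the rest of the body, but it averaged the arrays with doubtful labels there by number. Its values can therefore share pools and need not be independent, so these calls are weak evidence. Aminopeptidase N, another protein of the gut surface, had a median log2 ratio of -2.18 over 63 probes in the rest of the body at T5, with 6 lower over the list alone and 11 at an unadjusted p under 0.05. Of 4 tested probes named for testis proteins, none passed in the rest of the body at T5, the median was 0.72 and 3 were higher over the list alone. The paper speculates that the decrease of adhesion genes in the rest of the body is a response to cytotoxicity of gossypol.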

We observed down-regulation of the homologous 12-domain cadherin protein, not in the midgut where it abundantly expressed but in the rest of the body which includes the testis. In vertebrates, some cadherins are known to interact with compounds leading to signal transduction events such as the carcinoembryonic antigen-related cell adhesion molecules (CEACAMs); however insect homologs of the latter are unknown.

The mode of action of gossypol has been studied mostly in relation to its toxic or therapeutic effects on mammalian cells. These studies show that certain low doses of gossypol can have antitumor, antiviral and antiparasitic activities mostly due to the fact that gossypol inhibits key proteins belonging to different classes of enzymes such as oxidoreductases, hydrolases and transferases [5]. Gossypol is not considered a bactericidal compound [40]. Therefore, we do not consider that the hormetic effect observed at T5 is a consequence of gossypol acting as a toxin to bacteria possibly present in the artificial diet.

A stimulatory effect on energy metabolism due to gossypol has been observed in cultured mouse cells. Relatively low doses of gossypol were added to the cell medium along with glucose resulting in an increase of lactate production. Additionally, the inhibition of oxygen consumption produced by 5 mM glucose was reversed when gossypol was added to the medium [41]. The phenomenon was explained by the ability of gossypol to uncouple oxidative phosphorylation, leading to a decrease of mitochondrial production of adenosine triphosphate (ATP). Thus, glycolysis and the production of lactate through the Embden-Meyerhof pathway were stimulated as an attempt to maintain the required ATP levels in the cell. The authors concluded that the response towards gossypol may depend on the cell's glycolytic and mitochondrial oxidative phosphorylation capacity and on its ability to maintain acid-base homeostasis [41]. A differential susceptibility and hormetic effect in oxygen production has also been observed between somatic and germ rat cells exposed to different concentrations of gossypol [42]. Therefore, it is possible that the gut epithelium can be maintained at low gossypol doses and even stimulated by the uncoupling of mitochondria. This may explain the fact that we do not see the biological process of glycolysis enriched by differentially regulated genes since the response to gossypol may depend on subtle adjustments in metabolism which take place as acclimatization at the protein level. However, glycolysis-related genes were affected in the RB at both gossypol concentrations examined.

It has previously been described that β-fructofuranosidases of *Bombyx mori *are resistant to inhibition by mulberry sugar mimic alkaloids which inhibit α-glucosidases, and therefore represent an adaptation to the mulberry host in this specialist moth [43]. If α-glucosidases are also inhibited by gossypol, the up-regulation of β-fructofuranosidase genes by the high dose of gossypol in *H. armigera *might be explained by a similar compensatory mechanism. 

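The response of the β-fructofuranosidase of Table S6 was compared between doses and tissues. In RB the response at T7 exceeded that at T5 by 4.44 log2 units for Har_00045193 (standard error 0.818, adjusted p = 0.0434 from limma) and by 4.47 for Har_00045194 (standard error 0.899, adjusted p = 0.0507). Of 6 β-fructofuranosidase probes, 3 passed this test of the difference between doses (6 when adjusted over the list alone, not independent evidence), with a median of 4.50, and 0, 0, 0 and 5 passed without replicates 1, 2, 3 and 4. At T5 in the rest of the body the β-fructofuranosidase of Table S6 had a mean log2 ratio of 1.15 ± 1.61 (SD) and did not pass (adjusted p = 0.583 and 0.61). The β-fructofuranosidase ratio in the gut at T7 was 0.32 ± 4.12, with 2 pools higher and 2 lower. Because the probes were too dim in the gut, the difference between the tissues was not tested.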

Interestingly, we found that in *H. armigera*, the regulation of at least one β-fructofuranosidase gene (GH32FruA-1), in response to gossypol, is tissue and dose dependent. 

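Glucose dehydrogenase and related oxidases rose widely in the rest of the body at T7. Of 73 such probes in the rest of the body, 51 rose and 5 fell (limma; 63 and 6 when adjusted over the list alone, not independent evidence), and 7 changed without pools 2 and 4. The largest increase was 7.07 on the log2 scale for Har_00059387 (standard error 0.409, adjusted p = 0.00258), and the glucose dehydrogenase of Table S6 rose by 5.87 for Har_00093973 (standard error 0.258, adjusted p = 0.00161) and by 4.95 for Har_00093974 (standard error 0.293, adjusted p = 0.00258). At T5 the glucose dehydrogenase was higher in 4 of 4 pools of the rest of the body, with 1.76 ± 0.64 (SD), and did not pass (adjusted p = 0.0978 and 0.112). Its response at T7 exceeded that at T5 by 4.18 (adjusted p = 0.0232) and 3.11 (adjusted p = 0.0258), and neither passed without replicate 1, 2 or 3. In the gut at T7, 6 of 28 glucose dehydrogenase and oxidase probes fell and none rose (2 over the list alone), and 2, 1, 2 and 1 passed without replicates 1, 2, 3 and 4. The probes of Table S6 were too dim to test in the gut at T7 and had a mean log2 ratio of 0.14 ± 0.15. Of 28 glucose dehydrogenase and oxidase probes tested for a difference between the tissues, 19 had a lower and 2 a higher response in the gut (22 and 3 over the list alone), and 16, 4, 13 and 11 passed without replicates 1, 2, 3 and 4.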

The same seems to be true for glucose dehydrogenase genes, which are up-regulated at gossypol T7 only in the RB.

Cross-linking amino acids and proteins, phenolic compounds cause oxidative damage to the midgut cells of insects [44]. Thus, the up-regulation of peroxisome-related genes may be part of an antioxidant response to the ROS generated by gossypol activity at such high concentration. 

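Genes of melanin formation and of the defence against oxidants were compared between doses. The phenoloxidase inhibitor response was lower at T7 than at T5 in the gut (Har_00001623, difference in log2 ratio -3.12, adjusted p = 0.0113 from limma) and in the rest of the body (difference -4.08, adjusted p = 0.0245), and did not differ detectably between the tissues at T7 (difference -0.15, adjusted p = 0.895). The oxidase peroxidase of Table S6 had a higher response at T7 than at T5 in the rest of the body, by 6.38 for Har_00048373 (adjusted p = 0.0404), a size that rests on the background level, since 1 of 16 control and 2 of 8 T5 channels were well above it. Without replicate 3 none of these differences between doses passed. In the gut at T7, 8 of 31 probes of antioxidant enzymes rose and 12 fell (8 and 12 when adjusted over the list alone), and sulfiredoxin fell by 3.75 on the log2 scale (Har_00067286, standard error 0.418, adjusted p = 0.00184). In RB 2 of 31 antioxidant probes rose and 7 fell (2 and 8), with 5, 3 and 3 past the test without replicates 1, 2 and 4. Aldehyde oxidase, which makes hydrogen peroxide, rose in the rest of the body by 4.45 (Har_00017909, adjusted p = 0.00837, with 4 of 16 control channels well above background). Heat shock protein probes rose in 8 and fell in 2 of 28 cases in the gut (8 and 3 over the list alone), 6 passed without replicate 2, and Har_00074703 rose by 3.28 (standard error 0.278, adjusted p = 0.00117). In RB 3 of 28 heat shock probes rose and 6 fell (3 and 6), with 5 past the test without replicate 2 or 4. These counts over names from the study's lists are not independent evidence.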

Consistently, phenoloxidase inhibitor and oxidase peroxidase genes are respectively down-and up- regulated in both tissues, indicating that homeostasis has been compromised possibly due to major tissue wounding caused by oxidative stress.

The proteasome apparatus, composed of a proteolytic core and two regulatory particles, degrades a variety of cellular proteins involved in many essential functions, such as signal transduction pathways, stress signaling, inflammatory responses, and apoptosis. If increased proteolysis of cellular targets inactivated by binding to gossypol were required, we would expect an up-regulation of this system. The fact that the proteasome is instead down-regulated by gossypol suggests that the response of CBW to this compound may be similar to the response by an annelid towards fluoranthene, a polycyclic aromatic hydrocarbon, known to disrupt biological membranes due to its lipophilicity [45], characteristics shared with the gossypol molecule. This down-regulation of the ubiquitin-26S proteasome pathway is interpreted as a mechanism to reduce the proteolytic turnover of the aryl hydrocarbon receptor (Ahr) which is considered a mediator in the expression of genes involved in detoxification. In mammals, Ahr regulates cellular responses to certain polycyclic aromatic hydrocarbon toxins similar to fluoranthene and gossypol [45]. Several pathways also mediating gene expression (i.e. mTOR, JAK-STAT, phototransduction and Notch) were affected, representing potential signaling pathways involved in the response towards gossypol which deserve further attention.

### Gossypol detoxification

Since gossypol is a defensive chemical encountered in some but not all of the hostplants of this generalist herbivore, some transcriptional responses are expected to be directed towards its detoxification, and these can be compared with previous metabolic studies. The metabolic fate of gossypol in *Heliothis virescens *larvae has been examined by means of ^14^C-labelling the compound and adding it to an artificial diet. 25% was found to be metabolized by conjugation with six sugar molecules per mole of gossypol and excreted in the frass, whereas glutathione conjugates were not detected [46]. This is consistent with the up-regulation of 10 UDP-glycosyltransferases but only one glutathione transferase in the midgut. 

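Single conjugating enzymes of the gut at T7 show the size of these changes. The UGT of Table S6 rose by 3.07 on the log2 scale for probe Har_00022726 (standard error 0.322, adjusted p = 0.00173 from limma) and by 3.04 for Har_00022727 (standard error 0.381, adjusted p = 0.00215), and was higher in 4 of 4 gut pools. In RB this UGT had a log2 ratio of -0.73, from averaged values of -1.30 and -0.17, and did not pass (adjusted p = 0.125 and 0.288). Its response in the gut exceeded that in the rest of the body by 3.67 for Har_00022726 (standard error 0.508, adjusted p = 0.00169). Between the doses, 22 of 70 gut UGT probes had a higher response at T7 than at T5 and none a lower one (31 higher and 3 lower when adjusted over the list alone, not independent evidence), and 21, 2, 0 and 0 passed without replicates 1, 2, 3 and 4. Of the GSTs, a GST d1 rose by 2.51 (Har_00043447, standard error 0.314, adjusted p = 0.00214) and a GST 6a by 2.65 (Har_00021207, standard error 0.701, adjusted p = 0.024). The GST 6a had an adjusted p of 0.0851, 0.0573 and 0.0812 without replicates 1, 2 and 3. From several UGTs but a single GST with increased expression in the gut, the paper sees agreement with an earlier report on *Heliothis virescens*, in which sugar conjugates of gossypol were found and glutathione conjugates were not.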

If endogenous α-glucosidases were capable of hydrolyzing these glucose conjugates, their down-regulation would be favored in favor of up-regulation of β-fructofuranosidases which can still digest carbohydrates. About 33% of the labelled gossypol was found in the larval tissues, mostly in the fat body and the rest of the compound excreted as free gossypol or bound to components of the frass. About 10% of labelled gossypol was recovered as carbon dioxide but the mechanism has not been elucidated in this species. A similar study done with rats revealed that decarbonylation of gossypol is an important detoxification pathway; labeled ^14^CO_2 _appeared in expired air 1 hour after feeding of ^14^C-gossypol [47]. However, in swine decarbonylation may not be the main detoxification pathway since the main products found were glucuronides, sulphates and unconjugated metabolites [48]. These contrasts between species made the authors consider whether the degree of decarbonylation of gossypol indicates the susceptibility towards the allelochemical (i.e. rats, more tolerant to this phenolic compound, retain less of it in their tissues and detoxify it mostly by decarbonylation) [48].

A zinc-iron transporter was upregulated in the gut at T7 (Figure 5), which is consistent with gossypol acting as a sink for iron in the midgut lumen. 

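Transporters and stores of iron and zinc were followed in both tissues. The response of the zinc-iron transporter of Table S6 in the gut was higher at T7 than at T5 by 3.36 log2 units for Har_00026894 and by 3.44 for Har_00026899 (adjusted p = 0.0113 for both, limma), and neither passed without replicate 3 or 4 (adjusted p = 0.0565 and 0.0505). In RB at T7 this transporter had a mean log2 ratio of 0.70, from averaged values of 0.55 and 0.84, and the 1 probe tested did not pass (adjusted p = 0.259). The difference between the tissues was 2.48 for Har_00026894 and did not pass (adjusted p = 0.0606). Of 13 zinc-iron transporter probes in the rest of the body, 5 fell and none rose (5 when adjusted over the list alone, not independent evidence), and none passed without pools 2 and 4. Transporter probe Har_00042651 fell there by 1.40 (adjusted p = 0.00732). Ferritin, which stores iron, fell in the gut at T7 by 0.97 on the log2 scale (standard error 0.172, adjusted p = 0.00609). It did not pass in the rest of the body, with a log2 ratio of -0.57, though its unadjusted p was under 0.05. The t-tests on pools and on channels called ferritin there, but their values need not be independent in that tissue at T7.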

Ferric ions have been shown to precipitate gossypol, while ferrous ions produce a soluble chelate which is precipitated by calcium [3]. There is evidence that at least some of the gossypol decarbonylation observed in the rat digestive tract occurs by an auto-oxidation process catalyzed by ferrous ions through a free-radical chain mechanism similar to that proposed for benzaldehyde decarbonylation [47].

The oxidoreductase molecular function in the G and RB is one of the most significantly enriched at T7 and within this category P450 enzymes are prominent. In order to metabolize gossypol to gossic acid several oxidation steps are required [48], for which the P450 s are candidates. Consistent with previous results by others [21], CYP6AE14 is up-regulated in the G and the RB at T7. However, CYP6AE14 is slightly down-regulated at T5 in both tissues. Moreover, 13 additional P450 s are upregulated and two downregulated in the gut at the highest gossypol concentration. 

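CYP6AE14 was higher than control in all 4 gut pools and in both averaged values of the rest of the body at T7. The mean log2 ratio of its probes in the gut was 4.24 ± 0.44 (SD), or 19-fold, with values of 4.90, 4.09, 3.96 and 4.03 in replicates 1 to 4. In RB it was 3.50, with 5.01 averaged over replicates 1 and 3 and 2.00 over replicates 2 and 4, while the probes brightest in the gut had medians of 0.12, 2.50, 0.12 and 2.22 in replicates 1 to 4. Har_00094401 was well above background in 0 of 16 control channels of the rest of the body, so the sizes that include this probe there rest on the background level. Without replicates 1 and 3 in the rest of the body, the adjusted p of Har_00094402 was 0.0516 and 0.0531 and that of Har_00094401 was 0.0784 and 0.0919 (limma). The CYP6AE14 response in the gut was higher at T7 than at T5 by 5.84 for Har_00094401 (adjusted p = 0.0113) and by 4.73 for Har_00094402 (adjusted p = 0.0282), and neither passed without replicate 2, 3 or 4. In RB the difference between the doses was 4.12 and 4.18 and did not pass (adjusted p = 0.123 and 0.0672). Between the tissues at T7 the CYP6AE14 response differed by 1.53 and -0.05 and did not pass (adjusted p = 0.355 and 0.978).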

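At T5 the ratio of CYP6AE14 to control was below 0 on the log2 scale in most pools. In the gut the mean CYP6AE14 ratio was -1.04 ± 1.50 (SD), lower than control in 4 of 4 pools, with -3.26 in replicate 1 and -0.65 to -0.09 in the others. In RB it was -0.64 ± 1.09, lower in 3 of 4 pools, with 0.98 in replicate 4 and -1.31 to -0.96 in the others, but Har_00094401, a part of this mean, was well above background in 0 of 16 control and 0 of 8 T5 channels there, so the size is uncertain. Neither decrease of CYP6AE14 passed limma's test (adjusted p = 1 in the gut and 0.672 and 0.854 in the rest of the body), and neither exceeded the spread between pools.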

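Other P450s for which the study's lists give a CYP name also changed at T7. CYP306A1, a P450 of ecdysone synthesis, rose in the gut by 1.40 on the log2 scale (standard error 0.221, adjusted p = 0.00416 from limma) and did not pass in the rest of the body, with a log2 ratio of 0.14. Of 8 CYP4AB2 probes tested in the gut, 1 rose and 4 fell, and of the 8 tested in the rest of the body, 7 of them the same, 6 fell with a median of -1.28 over the 8. The 9 CYP332A1 probes had log2 ratios of 0.42 to 0.70 in the gut, where none passed, and all 9 fell in the rest of the body, with log2 fold changes of -3.13 to -2.72. CYP6BK17 fell by 3.15 in the rest of the body (standard error 0.266, adjusted p = 0.00427) and did not pass in the gut. Both CYP4S4 probes fell in the rest of the body, with log2 fold changes of -1.68 and -1.69. Comparing the doses in the gut, 60 of 246 P450 probes had a higher and 51 a lower response at T7 than at T5 (107 and 62 when adjusted over the list alone, not independent evidence), and 79, 16, 0 and 0 passed without replicates 1, 2, 3 and 4. Several probes can measure 1 gene, so counts of probes exceed counts of genes.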

When CYP6AE14 was silenced in *H. armigera *by feeding dsRNA or transgenic cotton transformed with a construct expressing dsRNA, larval growth was greatly reduced in the presence of gossypol [21,22], however there are no heterologous expression studies providing information about CYP6AE14 substrate specificity and its direct role in gossypol metabolism. Racemic gossypol promotes the formation of superoxide free-radicals when incubated with rat liver microsomes [49]. There is evidence indicating that the damage caused by these superoxide free radicals is due to the interaction of gossypol with the iron of the P450 enzyme [5]. It might be worth testing whether CYP6AE14 is more susceptible to this effect which may provide an alternative explanation for its up-regulation.

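Carboxylesterases hydrolyse esters, and several of them were among the probes with the largest increase in the gut at T7. A probe named carboxylesterase-8 rose by 4.77 on the log2 scale (Har_00059615, standard error 0.795, adjusted p = 0.00501 from limma), one named esterase FE4 rose by 4.53 (Har_00015936, standard error 0.639, adjusted p = 0.00298) and another carboxylesterase rose by 3.95 (Har_00094497, standard error 0.521, adjusted p = 0.00246). The carboxylesterase of Table S6 did not pass in the gut at T7 (adjusted p = 0.203 and 0.318), with a mean log2 ratio of -1.07 ± 1.19 (SD) over values of 0.70 in replicate 1 and -1.79 to -1.44 in the others. Between the doses, 28 of 78 gut carboxylesterase probes had a higher and 13 a lower response at T7 than at T5 (40 and 18 when adjusted over the list alone, not independent evidence), and 35, 5, 0 and 0 passed without replicates 1, 2, 3 and 4.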

The strong upregulation of several carboxylesterases in the midgut poses somewhat of an enigma, since neither gossypol nor any of its known metabolites are suitable substrates for esterases. In some cases, overexpression of esterases confers resistance to organophosphorus insecticides, due to sequestration rather than metabolism (reviewed in [50]). If some of these esterases similarly trap gossypol, keeping it from more sensitive cellular targets, this could be an effective but expensive mechanism of tolerance. Alternatively, gossypol may interact with a regulatory molecule such as Ahr which controls a suite of different detoxicative genes, only some of which are directly involved in the detoxification of a given xenobiotic.

## Conclusion

### Responses to low concentrations

Low concentrations of gossypol could stimulate larval growth by increasing food consumption rate, increasing food conversion efficiency, or reducing the metabolic cost of other physiological activities. Cotton specialists that can efficiently deal with gossypol could be selected to use it as a feeding stimulus, as glucosinolates are by crucifer specialists such as *Plutella xylostella *[51]. If these responses were caused solely by gossypol's interacting with proteins present in the cell without causing any changes in gene expression, they would go undetected by our approach. Moreover, such responses are unlikely to have been shaped by natural selection on the herbivore specifically to benefit from low concentrations of gossypol; because such low concentrations are rarely encountered in nature.

In evaluating whether transcriptional responses can shed any light on the mechanism of hormesis of gossypol, it is worth remembering that this compound is made by the cotton plant and stored in special glands primarily to deter herbivory, and that *H. armigera *frequently uses cotton as a host but also consumes many other plants that do not make gossypol. The first plant consumed by a larva is dictated by its mother's oviposition choice, and there is usually limited scope for larval movement to another plant after that. We would therefore expect that natural selection would favor inducible, adaptive responses by the insect to gossypol when it is first consumed, and that many of these responses would be harmful, or at least not beneficial, in the absence of gossypol; otherwise they would be constitutively expressed. This history of coevolutionary interaction is an important difference to most studies of gossypol's effects on mammalian systems; or indeed most studies exhibiting a hormetic effect of any kind, which usually deal with pollutants or drugs that do not have an evolutionary history with the target system.

Beneficial effects of a toxin at low doses are usually attributed to completely different mechanisms than those by which the toxin exerts its ill effects at high doses. These beneficial effects are either completely unpredictable, or fall into a general pattern of activating stress-response mechanisms that are generally beneficial to the organism. However, if they were always beneficial, and incurred no additional costs, natural selection would favor their constitutive expression. Therefore one of the paradoxes of hormesis that is often overlooked is why the organism should require slight stresses to increase its fitness. Rather than having a general explanation, whether or not hormesis is observed would seem to be highly system-dependent and the precise nature of such benefits unpredictable.

### The evolution of hormesis

The history of cotton-feeding insects' interaction with cotton, however, does potentially offer an evolutionary explanation for hormetic effects of a specific plant defensive compound on a generalist herbivore. We propose that different types of transcriptional responses to dietary gossypol should have different thresholds, which are shaped by natural selection. Detoxicative mechanisms that are specific to gossypol are likely to be ernegetically costly, and even cause cellular damage such as the generation of reactive oxygen species by unproductive P450 reactions. Additional stress-coping mechanisms that respond to damage directly caused by gossypol and by its detoxification are also expected to be costly. Since gossypol is either completely absent from the hostplant or present in high concentrations; such responses to high gossypol concentrations that are specific to that compound should be selected for. Conversely, highly sensitive induction of detoxicative responses at low gossypol concentrations would not be selected for, and in fact selected against if they trigger inappropriate and costly responses. However, mildly beneficial responses to gossypol that impose modest energetic costs would not be subject to similar selection for a higher threshold. They should even be selected to be induced at effectively low concentrations if initially high gossypol concentrations are reduced by metabolism.

The extremely wide diversity of systems in which hormesis has been observed makes it unlikely that a single general hypothesis could satisfactorily account for them all. However, in *H. armigera *hormesis emerges as one of two types of specific transcriptional adaptations to gossypol, not merely as a general response to low levels of stress. Gossypol itself exerts no ill effects at unrealistically low concentrations which are still sufficient to induce low-cost growth-promoting adaptations to gossypol. Only at higher concentrations does the damage caused by gossypol and mechanisms that cope with it overcome these benefits. We would expect the same reasoning to apply to any generalist herbivore that has developed adaptations to several different plant toxins, only one of which may be encountered in an individual's lifetime. Hormesis in such systems can thus be seen as one end of a spectrum of plant-insect coevolutionary interactions.

## Authors' contributions

HV constructed *H. armigera *cDNA libraries, sequenced ESTs and performed the EST sequence analysis. MPCM and SJA participated in the conception and design of the study. MPCM recorded most of the developmental data and processed the *H. armigera *tissue samples for RNA isolation, labeling and hybridization onto microarrays and was responsible for analysis of microarray data. SJA was responsible for the statistical analysis of the developmental data. DGH reviewed the microarray analysis, generated and curated contig assemblies. MPCM drafted the manuscript and together with SJA, HV and DGH contributed to the interpretation and the iterative refinement of the article. All authors have read and approved the submitted version.

## Supplementary Material

Additional file 1 **Table S1**. Best RefSeq homolog hits from *Drosphila melanogaster, Tribolium castaneum *and *Bombyx mori *to *H. armigera *sequences. Click here for file

Additional file 2 **Figure S1**. Effect of gossypol on larval developmental time to pupation. The Log (mg/L) gossypol was plotted against larval developmental time to pupation (days). Means that are not connected by the same letter are significantly different from each other as determined by post-hoc Duncan test (P < 0.05) (feeding treatments T5 = 0.016% and T7 = 0.16% gossypol in insect diet). Click here for file

Additional file 3 **Figure S2**. Microarray design and hierarchical clustering of experimental conditions. A: Two-color double reference design followed for microarray hybridizations for each tissue. B: Hierarchical clustering determining the relationship between the samples belonging to the gossypol concentration experimental conditions per each tissue. Gut = G; rest of body = RB. Click here for file

Additional file 4 **Table S2**. Cell-adhesion gene probes down-regulated upon 0.016% gossypol in the *H. armigera *rest of larval body. 

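The table lists cadherin-like probes with the condition in which they were lower. How bright these probes were sets how well a ratio can be measured. Of the 21 cadherin probes, 13 were well above background in at least 7 of 8 control channels and 9 in at least 7 of 8 treated channels at T5. In RB at T7 the median log2 ratios of the cadherin probes lay between 0.42 and 1.01 by replicate number in the labels. The gut level of the probes exceeded the level in the rest of the body by a median of 5.67 log2 units.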

The Genbank accession number corresponds to the best Blast2go hit by the corresponding *H. armigera *EST represented by the probe in the microarray. Click here for file

Additional file 5 **Table S3**. Genes differentially expressed across experimental conditions without Gene Ontology enrichment. List of genes found to be differentially expressed in *H. armigera *gut (G) and rest of body (RB) larval tissue to different gossypol concentrations in diet (T5 = 0.016%; T7 = 0.16%) relative to the control (CT = 0%) but with no Gene Ontology enrichment. Differential expression in response to gossypol identified using a Welch's t-test, B&H FDR P < 0.001. Click here for file

Additional file 6 **Table S4**. KEGG pathway analysis on differentially regulated genes across gossypol dose-tissue experimental conditions. Based on homology, we inspected *Drosophila melanogaster *KEGG pathway enrichment in the *H. armigera *transcriptional data for each t-test comparison of gossypol dose (T5 or T7) relative to control (CT) per tissue. z-score statistics were applied in GeneSifter^® ^to determine whether a pathway occurs more or less frequently than expected. Click here for file

Additional file 7 **Table S5**. Peroxisome KEGG pathway gene probes up-regulated by 0.16% gossypol in the *H. armigera *larval body. 

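The table names homologs of fruit fly peroxisomal genes. Beside the rosy and CG12512 probes, the CG5122 homolog rose in the rest of the body by 1.26 on the log2 scale (Har_00050678, standard error 0.158, adjusted p = 0.00712 from limma), and a further rosy probe rose by 1.13 (Har_00102573, standard error 0.225, adjusted p = 0.0227). Catalase, which breaks down hydrogen peroxide, had a log2 ratio of 1.33 (Har_00004439, standard error 0.59, adjusted p = 0.168). The homologs of CG4663 and CG2316 had ratios of 1.18 and 0.84 (adjusted p = 0.0564 and 0.14). All of these probes were higher than control in both averaged values of the tissue, which were 1.20 and 1.47 for catalase. The standard errors and adjusted p rest on a spread shared by both doses, so they also reflect the pools at T5.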

KEGG pathway analysis was based on gene homology established by obtaining best BLAST hits for *H. armigera *ESTs to *D. melanogaster *genes. Differential expression is relative to control (gossypol-free diet). Click here for file

Additional file 8 **Table S6**. Transcriptional responses of selected genes across experimental conditions. 

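The values of Table S6 can be set beside the array channels from which they were made. For 13 genes, with 2 probes each, the paper's values in all 32 columns equal the log2 signal of the treated channel relative to the median of that channel, minus the median of the same probe over the 32 channels of the tissue. The largest difference was 0.003 and the correlation was 1.000. A gene's value in Table S6 is therefore its level in treated larvae against all samples of the tissue, control and both doses, and not the ratio to the control pool. Correlations of the columns with the ratio to control were -0.241 to 0.990. Glucose dehydrogenase in the rest of the body at T5 shows the distinction. The paper's mean is -0.68, the control level on that scale was -2.44 on the same arrays, and the mean ratio to control was 1.76. For β-fructofuranosidase in the same condition the paper's mean is -1.22, the control level on the same arrays was -2.37 and the ratio was 1.15. Over the control channels of both doses the levels were -1.49 and -1.89.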

Normalized log-ratios across biological replicates for each treatment are compared to the control for a selection of genes found to be differentially expressed by the Rank Products method. Accession number, gene description and best hit homolog to *D. melanogaster *Refseq nucleotide and protein is included. The average of two probes per gene was used for its graphical display in Figures 4 and 5. Click here for file

Additional file 9 **Table S7_T5_G_RPlist_up**. 

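Rank products order probes by how consistently they stand near the top of every replicate. The copies of the paper's lists at hand hold the first 1999 of 43863 rows of each order. With the ratio to control as the measure, the re-derived first 100 probes hold 59 of the paper's first 100 up-regulated probes in the gut at T5, 74 in the gut at T7, 49 in the rest of the body at T5 and 68 in the rest of the body at T7. With the level in the treated channels relative to all channels of the tissue as the measure, they hold 100 in each of these 4 lists. For the down-regulated lists, in the same order, the numbers by the ratio are 10, 67, 29 and 56, and by the level 16, 87, 34 and 78. The glucose dehydrogenase probes of Table S6 in the rest of the body at T5 stood at 45 and 35 by the ratio, and the paper's positions are 635 and 835. GST24 in the gut at T5 stood at 3658 and 3336 by the ratio, and the paper's positions are 349 and 387.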

Rank Products list detecting differentially up-regulated genes in the G-T5 treatment. The most significantly up-regulated genes are at the top of the list. Click here for file

Additional file 10 **Table S8_T5_G_RPlist_down**. Rank Products list detecting differentially down-regulated genes in the G-T5 treatment. The most significantly down-regulated genes are at the top of the list. Click here for file

Additional file 11 **Table S9_T5_RB_RPlist_up**. Rank Products list detecting differentially up-regulated genes in the RB-T5 treatment. The most significantly up-regulated genes are at the top of the list. Click here for file

Additional file 12 **Table S10_T5_RB_RPlist_down**. Rank Products list detecting differentially down-regulated genes in the RB-T5 treatment. The most significantly down-regulated genes are at the top of the list. Click here for file

Additional file 13 **Table S11_T7_G_RPlist_up**. Rank Products list detecting differentially up-regulated genes in the G-T7 treatment. The most significantly up-regulated genes are at the top of the list. Click here for file

Additional file 14 **Table S12_T7_G_RPlist_down**. Rank Products list detecting differentially down-regulated genes in the G-T7 treatment. The most significantly down-regulated genes are at the top of the list. Click here for file

Additional file 15 **Table S13_T7_RB_RPlist_up**. Rank Products list detecting differentially up-regulated genes in the RB-T7 treatment. The most significantly up-regulated genes are at the top of the list. Click here for file

Additional file 16 **Table S14_T7_RB_RPlist_down**. Rank Products list detecting differentially down-regulated genes in the RB-T7 treatment. The most significantly down-regulated genes are at the top of the list. Click here for file

Additional file 17 **Figure S3**. CYP46AE14 and CYP46AE11 expression levels across gossypol treatments as measured by qRT-PCR. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

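The experiment compared RNA abundance in gut and in rest of body of *H. armigera* larvae of the fifth instar after 3 days on diet with 0%, 0.016% (T5) or 0.16% (T7) gossypol. Each of the 6 groups was represented by 4 pools of 10 larvae, and 32 Agilent arrays of 2 colors carried them, 16 per tissue. On each array a treated and a control pool were hybridized together, 8 arrays per dose, with the dyes exchanged on 4 of them. The control pools of a tissue served both doses, so the responses to the doses are not independent of each other.

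The authors scanned the arrays and made the intensity values with Agilent Feature Extraction, for which the paper gives version 9.1 and the file headers 9.1.1.1. Per the file headers, the deposited processed signals are background-subtracted, detrended and dye-normalized within each array, with values not above noise replaced by a surrogate, and they are not scaled between arrays. The deposited mean and background signals are the brightness as scanned. The deposited table of values, which the authors made in GeneSpring, holds log2 values, and its scale was found by setting it against the scanner columns. It equals the log2 processed signal of the Cy3 channel minus the median of that channel, minus the median of the probe over the 32 channels of the tissue (43801 probes matched of 43859 entries, tolerance 0.01). It is thus centred on the probe, holds treated and control channels as the dye fell, has column medians of -0.295 to 0.566 and leaves out the Cy5 channel, so the scanner files were used instead and the table served as an alternative.

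Each array had 45220 spots, 1417 of them controls, which left 43803 probes. Over all channels, 52.2% to 75.5% of these (median 65.25%) were well above background. Between 37 and 1540 probes per array (median 286) were marked as outliers by the software, and their values were left out. Only 5 channels held a saturated probe. The arrays came from 9 slides, 5 for gut and 4 for rest of body, scanned on 4 days. In rest of body the scan day coincided with the dye orientation, and some gut slides held only 1 dose and orientation, so batch and condition can be told apart only in part, and slide and scan day were each tried as a block.

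Log2 processed signals were centred on the median of each channel, and the log2 ratio was treated minus control. Dye-swapped arrays of a replicate were averaged. A probe was tested where it was well above background in at least 75% of the channels of at least 1 of the 3 diets, which kept 27399 probes in gut and 29850 in rest of body. The ratios of both doses were fitted per tissue with limma 3.58.1 in R 4.3.3 (data.table 1.17.8 for reading), with moderated variances shared by both doses. The p values were adjusted by Benjamini-Hochberg over the tested probes at a threshold of 0.05. The differences between doses and between tissues were tested within limma as contrasts or with both tissues in 1 fit. That fit treats the pools of the tissues as independent, although both tissues were dissected from the same larvae. In rest of body at T7, where the arrays with treated RNA in Cy5 matched the swapped arrays of other replicate numbers, replicates 1 and 3 and replicates 2 and 4 were averaged into 2 values with a weight of 2 each, so that no value depends on which of the paired labels is right. Distances between group means were Euclidean over channels normalized by within-array loess and Aquantile. Rank products were computed over all 43803 probes.

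Gene names were taken from the study's 8 ranked lists, of which the first 1999 of 43863 entries each were at hand. They cover 11760 probes, of which 7814 carry a name and 3946 do not, and the names are best BLAST hits in other species. Lists of genes by function were written before the data were examined, from words in the names. They cover detoxification (P450, UGT, carboxylesterase, GST), digestion, sugar metabolism, cadherins, proteasome and ubiquitin, ribosome, oxidative phosphorylation, antioxidants, heat shock proteins, melanin and immunity, cuticle and chitin, metal ions, desaturases, and markers of gut, fat body, epidermis, muscle, silk gland, hemocytes and testis. Because the names come from lists ranked on these samples, set tests against all other probes were not run, since unnamed probes have no known function and the named ones were picked for large changes. Genes named in the text were chosen by a rule written before the data were examined. They are the probes that Tables S2, S5 and S6 or a CYP name tie to a gene (whose values in those tables had been seen), per comparison and direction the 10 named probes with the largest change among those past the test and changed the same way in every pool, and per comparison and list the 2 probes past the test with the largest change.

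The fits were tested on simulated data with 200 changed probes per comparison, 50 for each fold. For both doses the spread of each probe was taken from the T5 arrays of the tissue, and probes were drawn independently of each other. The values given for T7 thus use the layout of the T7 arrays and not the spread measured at T7. Of changes of 1.5-fold, 2-fold, 4-fold and 8-fold, limma recovered 4%, 50%, 72% and 94% in gut at T5, 2%, 40%, 70% and 88% in gut at T7, 0%, 6%, 58% and 76% in rest of body at T5 and 0%, 6%, 58% and 74% in rest of body at T7. False calls made up 5.2%, 6.5%, 6.7% and 5.5% of its calls in the same order. When every hybridized channel was taken as a replicate in Welch's test, 71.9%, 67.8%, 72.4% and 78.3% of the calls were false. These shares of false calls hold for 200 changed probes. They were not measured where many probes changed, as at T7, or at the paper's stricter threshold, so they do not give the share of false calls among the paper's own. With only 200 changed probes, 1.5-fold changes were therefore mostly missed with 4 pools, as were 2-fold changes in rest of body. Where many probes changed, changes near 2-fold could pass. In rest of body at T7, 101 of 104 probes named for the proteasome did, with a median log2 fold change of -1.17. These probes have a name because they stood high in a ranked list, so their share is not a rate of recovery.

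Alternatives set before the data were examined were within-array loess, another background correction (normexp with an offset of 50), no filter, a stricter filter and a floor on dim probes, the replicate number as a block, each dose fitted alone, an intensity trend, an unpaired fit of separate channels, the t-test of the paper's methods on pools or on channels, each dye orientation alone, slide as a block, other ways to pair the arrays in rest of body at T7, the deposited table of values, the threshold of 0.001 and the leaving out of each replicate. Scan day as a block, the t-test over all probes or against all control channels, the leaving out of pools in doubt and rank products on treated levels were added later. The growth and qRT-PCR results were left out because no deposited file holds them, and the GO and KEGG tests because the probes could not be tied to those categories.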

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

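The tests of array labels, of dye orientation, of all members of the gland list, of gut tissue in pools 2 and 4 and of the bright cadherin probes were chosen after the results were seen, and the other tests were written before. Groups of 4 pools were searched for a pool whose gap to the others, over the whole range, exceeds Dixon's critical value, which chance alone gives in about 1 of 20 groups. Of 48 groups examined, 5 had such a pool.

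Arrays of rest of body at T7 with treated RNA in Cy5 matched dye-swapped arrays of other replicate numbers (1 with 3 and 2 with 4, both ways). Across probes, which are not independent replicates, their ratios correlated at 0.881 or more with the swapped array of the other number and at 0.617 or less with that of their own, so a candidate explanation is that the labels of these 4 arrays were exchanged. Their control channels correlated at 0.858 or more with the control pool of the other number and at 0.109 or less with that of their own, which argues against the reading of the headings of Table S6, in which the treated pools alone differ. The design gives no biological explanation, and none was tested. Averaging replicates 1 with 3 and 2 with 4 avoids the question, and with the labels as given 9565 probes pass in place of 4936.

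β-Fructofuranosidase and glucose dehydrogenase in gut at T5 were far above control in replicates 3 and 4 (6.57 and 6.01, and 4.40 and 5.14, as log2 ratios) and not in replicates 1 and 2 (-4.11 and 0.61, and 0.02 and 0.31). Admixture of rest of body tissue is argued against, since the 200 probes brightest in rest of body relative to gut had a median log2 ratio of at most 0.309 in any pool. A single dye orientation is argued against, since the mean log2 ratio of the 2 genes was at least 2.134 in each. Silk or salivary gland in some pools stays open. The 14 tested probes of its list reached a median of 0.411 at most, but probes raised in 2 of 4 pools alone do not meet the filter, and over all 27 members the median was 1.814 in replicate 3 and 0.523 in replicate 4. Control pools differed as well, with 8 of 16 control channels of Har_00045193 well above background, and a response to the low dose in some pools only remains among the open explanations, untested.

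Cadherin probes were lower in rest of body at T5, in a tissue where these gut-bright probes are dim. Gut tissue in the control samples cannot be told apart from a response, since the 200 probes brightest in gut had a median log2 ratio of -1.538 with a spread between pools of 2.278. In pools 2 and 4 these probes had medians of -0.018 and above and the cadherin probes had -3.437 and below. This argues, in those pools only, against gut tissue of the kind that the 200 probes mark. A part of the gut in which the 200 probes are dim stays open. Of the 62 probes that fell, 61 were brighter in gut, none was among the 200, and all 62 were lower in every pool. Each of the 200 was brighter in gut by at least 8.408 log2 units, while the 62 were so by a median of 6.076. The cut that defines the 200 may thus itself keep the 62 out. The number of males stays open, as only 4 of 5 testis probes could be tested (median 0.718). A distortion by dim probes is argued against for the 9 probes well above background in at least 7 of 8 channels of each group, whose log2 fold changes were -2.8 and below, and stays open for the others, as 42.9% of the 21 were well above background in most channels of both groups. A response to the low dose is the biological explanation that the design names, and it stays open as well.

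Single pools stood apart from the others. The carboxylesterase of Table S6 in gut at T7 had a log2 ratio of 0.70 in pool 1 against -1.79 to -1.44 (gap over range 0.860). CYP6AE14 in gut at T7 had 4.90 in pool 1 against 3.96 to 4.09 (0.855). Oxidase peroxidase in gut at T7 had 4.82 in pool 3 against 0.07 to 0.24 (0.964). CYP6AE14 in rest of body at T5 had 0.98 in pool 4 against -1.31 to -0.96 (0.848). The 200 probes brightest in gut had a median of -1.61 in pool 1 of gut at T5 against 0.09 to 0.20 (0.939).

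The tissues responded differently by a direct test, which treats the pools of the tissues as independent although both came from the same larvae. At T5, 199 of 25973 probes differed between gut and rest of body, 198 of them with a higher response in gut (limma), and 107 and 105 differed without replicates 2 and 3. Of the 199, 197 were brighter in gut, by a median of 6.17 log2 units. At T7, 3207 probes differed (2111 higher and 1096 lower in gut), with 476, 975 and 1791 without replicates 2, 3 and 4. The UGT of Table S6 at T7 was higher than control in 4 of 4 gut pools and lower in both averaged values of rest of body, with a difference of 3.788 between the mean log2 ratios.

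Several groups of genes had many probes past the test, among names from lists ranked on these samples. In gut at T7, 39 of 77 chymotrypsin probes rose, 26 of 37 desaturase probes rose, 21 of 52 cuticle protein probes rose, 47 of 78 probes of antimicrobial peptides and lysozymes fell, 45 of 104 sugar transporter probes fell and 15 of 26 chitin metabolism probes fell. Without replicates 2 and 4 the numbers past the test were 13 and 16 for chymotrypsin (21 without replicate 1), 10 and 13 for desaturases (10 without replicate 1), 15 and 14 for cuticle proteins, 23 and 18 for antimicrobial peptides and lysozymes, and 27 and 25 for sugar transporters. In rest of body at T7, 58 of 99 cuticle protein and 17 of 39 desaturase probes rose, and none of either passed without pools 2 and 4.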

How the results depend on the processing

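The settings below were chosen before the data were examined, except for scan day as a block, the t-test over all probes or against all 16 control channels, and the fits without pools 1 and 3 or without pools 2 and 4, which were added after the results were seen. G is gut and RB rest of body, counts are of probes past the test, and unless a setting's own construction (fewer samples, fewer probes, another threshold) shows why a value moved, the cause was not tested.

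Under the settings used at the claims, 0 probes passed in G-T5, 8181 in G-T7, 62 in RB-T5 and 4936 in RB-T7. The order of the profiles, with CT and T5 joined first, held in both tissues under every setting tried. The split of G-T7 and RB-T7 into higher and lower probes moved by less than 10 points with within-array loess, where 0, 8299, 76 and 4766 probes passed. Over 274 pairs of a named probe and a comparison, 5482 values under other settings kept their direction and their side of the threshold, 686 kept the direction and no longer passed, 163 kept it and newly passed, and 1 turned.

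Leaving out each replicate in turn gave 0 to 0 probes in G-T5, 3147 to 6430 in G-T7, 0 to 61 in RB-T5 and 3174 to 3322 in RB-T7. In RB-T7 a replicate number may cover arrays of different pools, so the ranges there are not those of fits without a whole pool. The dose difference gave 0 to 1778 in G and 0 to 1320 in RB, and the tissue difference 105 to 200 at T5 and 476 to 2269 at T7. By group the range was 87 to 147 for P450, 22 to 28 for UGT, 33 to 41 for carboxylesterase and 13 to 23 for GST in G-T7, 0 to 17 for the cadherins of Table S2 in RB-T5, and 87 to 99 for proteasome, 0 to 1 for oxidative phosphorylation and 6 to 6 for the peroxisome probes of Table S5 in RB-T7. The ratio of the distance CT to T7 over CT to T5 was 1.72 to 2.43 in G (2.28 with all replicates) and 1.29 to 1.67 in RB (1.54 with all), and over probes past 0.05 alone it was 3.51 and 1.86. Without replicate 3 or 4 no probe passed for the dose difference in G, without replicate 1, 2 or 3 at most 28 passed for it in RB, and without replicate 3 or 4 at most 2 passed in RB-T5. Lists in G-T7 with few calls also hang on single replicates, such as fat body markers, with 5 lower probes, 20 without replicate 1, 0 without 2 or 4, and 1 higher probe without 3.

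Handling of dim and background signal mattered most for RB-T5. With normexp and loess 12 probes passed there, 955 and 461 for the dose difference in G and RB and 67 for the tissue difference at T5, with 0 cadherin and 0 oxidative phosphorylation probes. Without a filter 28 passed in RB-T5, with 0 cadherin and 0 oxidative phosphorylation probes. With a floor 36 passed, with 1 cadherin and 2 oxidative phosphorylation probes. The stricter filter gave 7 cadherin and 2 oxidative phosphorylation probes, within-array loess 7 cadherin probes and the intensity trend 0 oxidative phosphorylation probes.

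Pairing was examined because the numbers of the labels might pair the pools of a tissue. Signals of control and treated pools with the same number correlated at -0.065 to 0.616 in G-T5, 0.042 to 0.429 in G-T7, -0.267 to 0.308 in RB-T5 and -0.151 to 0.379 in RB-T7 after the group means were removed. In G 3 of 4 pairs at each dose correlated best with their own number, a hint from the data that the numbers pair pools there, though 1 pair at each dose stayed under 0.1, and in RB 1 of 4 did at each dose. With replicate as a block, 392 probes (38 higher) passed in RB-T5 and 9603 in RB-T7, with 16 cadherin and 4 oxidative phosphorylation probes. The fit of each dose alone gave 27 in RB-T5, with 0 cadherin and 2 oxidative phosphorylation probes. The unpaired fit of separate channels gave 923 in G-T7, 170 in RB-T5 and 3205 in RB-T7, with 27 P450, 17 UGT, 16 carboxylesterase and 4 GST probes in G-T7 and 19 cadherin probes.

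The t-test of the paper's methods depended on what counted as a replicate. On pools it gave 11 probes in G-T7, 0 in RB-T5 and 10897 in RB-T7, where the arrays with doubtful labels are averaged by number, with 3 P450, 0 UGT, 0 carboxylesterase and 0 GST probes in G-T7, 0 cadherin probes in RB-T5 and 9 oxidative phosphorylation probes (7 higher) in RB-T7. On pools at 0.001 it gave 573 in RB-T7 and 0 in G-T7, in RB-T5 and for every group named above. On 8 channels it gave 187 in RB-T5 and 8604 in RB-T7, with 5 cadherin and 7 oxidative phosphorylation probes (5 higher). On 8 channels at 0.001 it gave 818 in G-T7, 32 in RB-T5 and 989 in RB-T7, with 26 P450, 11 UGT, 22 carboxylesterase and 7 GST probes in G-T7, 0 cadherin and 2 proteasome probes. Over all probes on 8 channels it gave 161 in RB-T5 and 7879 in RB-T7 with 4 cadherin probes, and at 0.001 it gave 618 in G-T7, 30 in RB-T5 and 831 in RB-T7, with 20 P450, 7 UGT, 20 carboxylesterase and 7 GST probes in G-T7, 0 cadherin probes and 1 proteasome probe. Against all 16 control channels it gave 7 in G-T5, 656 in RB-T5 and 12466 in RB-T7, with 19 cadherin and 7 oxidative phosphorylation probes, and at 0.001 it gave 2 in G-T5, 2791 in G-T7 and 170 in RB-T5, with 89 P450 probes in G-T7, 17 cadherin and 2 oxidative phosphorylation probes. On simulated data with 200 changed probes, most calls of the test on 8 channels were false. That share was not measured where many probes changed or at 0.001.

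Dye, slide and scan day were examined as batches. Arrays with treated RNA in Cy5 alone gave 103 probes in RB-T5, with 7 cadherin and 2 oxidative phosphorylation probes, and those with treated RNA in Cy3 alone gave 5 in G-T5 and 99 in RB-T5 with 0 cadherin probes. With slide as a block there was 1 in G-T5 and 412 in RB-T5, with 13 cadherin, 62 proteasome and 0 oxidative phosphorylation probes. With scan day as a block there were 2 in G-T5 and 374 in RB-T5, with 8 cadherin, 62 proteasome and 0 oxidative phosphorylation probes. The deposited table of values, with the Cy3 channel alone, gave 1890 in G-T7 and 482 in RB-T5, with 43 P450, 23 carboxylesterase and 6 GST probes in G-T7, 19 cadherin and 3 oxidative phosphorylation probes.

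In RB-T7, arrays averaged by label number gave 9565 probes with 5 for oxidative phosphorylation, and arrays averaged as Tables S6 and S13 pair them gave 2 for oxidative phosphorylation. Without pools 2 and 4, which leaves 1 averaged value whose spread is taken from the other groups, 292 passed, with 0 proteasome, 0 oxidative phosphorylation and 0 peroxisome probes. Without pools 1 and 3 in RB-T5, 0 probes and 0 cadherin probes passed. At an adjusted p under 0.001, 22 probes passed in G-T7, 0 in RB-T5 and 0 in RB-T7, with 2 P450, 0 UGT, 0 carboxylesterase and 0 GST probes in G-T7, and with 0 cadherin, 0 proteasome, 0 oxidative phosphorylation and 0 peroxisome probes in RB.

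A few results changed direction. For oxidative phosphorylation in RB-T7, where 1 probe fell, 1 rose with within-array loess, 1 with the t-test on 8 channels at 0.001 and 1 with that test over all probes at 0.001, 4 of 5 rose with the t-test on 8 channels over all probes, and 2 of 2 rose with treated RNA in Cy3 alone. Sugar transporters in G-T7, where 45 of 52 fell, had 2 higher probes with the t-test on 8 channels at 0.001 and 1 over all probes. Cadherins chosen by name in RB-T7, where 2 fell, had 9 probes past the t-test on pools, 8 of them higher. That t-test averaged the arrays with doubtful labels by number, so its values need not be independent. A probe for cytochrome c oxidase subunit II in G-T7 (Har_00022457) had a log2 fold change of 1.20 and one of -0.17 in the deposited table of values.

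Signal over background limits what can be seen. Every channel had at least 52.2% of probes well above background, but β-fructofuranosidase and glucose dehydrogenase in G and 8 of the 21 cadherin probes in treated RB pools lie near it, so their ratios are uncertain. Set tests with a preset or an estimated correlation between genes, and list counts without the names from the truncated ranked lists, were planned and not run, because those lists are the only source of names.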

Differences from the paper's values

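Unless described as chosen after seeing the values, the other settings named here were set before the data were examined. The paper's counts come from Welch's test at an adjusted p under 0.001 and, for Table S3, count genes, while the counts below are of probes past limma's test at an adjusted p under 0.05.

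In gut at T5 the paper's number of higher genes is 1, against 0 probes here. With slide as a block 1 probe was higher, and the other settings set before the data were examined do not reach the paper's value. In gut at T7 the paper's number of lower genes is 601, against 3907 probes here. Settings from before the data were examined that come within 1.5 times of it are the unpaired fit with 407 and the deposited table of values with 860, and the others, including the t-test of the paper's methods at its own threshold, do not. In rest of body at T5 the paper's number of higher genes is 3, against 0 probes here. The unpaired fit gave 3, and no other setting from before the data were examined reaches it.

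The paper's number of lower cadherin probes in rest of body at T5 is 21, against 2 here, although all 19 tested probes were lower on average and 19 passed when adjusted over the list alone. Of the settings from before the data were examined, those that come within 1.5 times of it are replicate as a block with 16, the fit without replicate 1 with 17, the unpaired fit with 19 and the deposited table of values with 19, and the others do not. The t-test against all 16 control channels over all probes at 0.001, chosen after seeing the values, gave 17 and drops 4 of the paper's 21, and at 0.05 it gave 19 and drops 2.

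The means in Table S6 match the treated level relative to all channels of the tissue to 0.001 for all 52 pairs of a gene and a condition. As ratios to control, the sign differs from the paper's in 7 of them. The paper's β-fructofuranosidase mean in rest of body at T5 is -1.22 and the ratio to control 1.15, and for glucose dehydrogenase there the paper's mean is -0.68 and the ratio 1.76. In gut at T5 the paper's α-glucosidase mean is 0.54 and the ratio -0.20, for CYP9G5 the paper's is 0.12 and the ratio -0.21, and for the zinc-iron transporter the paper's is -0.68 and the ratio 0.25. The paper's glucose dehydrogenase mean in gut at T7 is -0.10 and the ratio 0.14, and the paper's phenoloxidase inhibitor mean in rest of body at T5 is 0.30 and the ratio -0.04. The order of the down-regulated ranked lists was recovered on neither scale in full.

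Some stated changes did not pass the test here or went another way. The paper states that oxidative phosphorylation genes are lower in rest of body at T7, while 1 of 29 probes fell and the median log2 ratio was 0.27. The paper's statement rests on a KEGG pathway of fruit fly homologs. The 29 probes are only those with a matching name in the ranked lists, so that pathway was not tested here. It states that a GST is higher at T5 in each tissue, while 0 GST probes passed there by limma or the t-tests (3 of 49 in gut and 6 of 48 in rest of body at an unadjusted p under 0.05) and GST24 had ratios of 0.48 and 0.88. It describes the other detoxification families at T5 as unaffected or slightly lower, and none of their probes passed here. The medians of P450, UGT, carboxylesterase and GST probes were -0.18, -0.12, -0.21 and -0.25 in gut, in line with this, and 0.31, 0.42, -0.18 and 0.30 in rest of body, where the t-test against all 16 control channels, chosen after seeing the values, called 10 P450 and 9 carboxylesterase probes. For P450s in gut at T7 it names many more higher than lower genes beside CYP6AE14, while 81 probes rose and 67 fell. It names a single higher GST in gut at T7, while 11 of 49 probes rose and 13 fell, and UGT probes, of which 28 of 70 rose and 1 fell, go the way it states. It calls α-glucosidases lower in both tissues at T7, and in rest of body 0 of 18 probes passed limma's test (11 at an unadjusted p under 0.05, 2 by the t-test on pools and 9 by the t-test on 8 channels), though the probes of Table S6 were lower in both averaged values. The values of those t-tests need not be independent there. It calls oxidase peroxidase genes higher in both tissues at T7, while in gut the probes of Table S6 were too dim to test and 1 of 4 other probes fell. It calls β-fructofuranosidases and glucose dehydrogenases in gut and α-glucosidases in rest of body higher at T5, and their ranks near the top were found too, but their mean ratios did not exceed the spread between pools.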

Other observations

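Part of the probes for digestive enzymes changed at the high dose. In gut at T7, 39 of 77 chymotrypsin probes rose and 4 fell (limma, 45 and 5 when adjusted over the list alone), with 21, 13 and 16 past the test without replicates 1, 2 and 4. Of 123 trypsin probes, 21 rose and 7 fell (21 and 7 over the list alone), and a trypsin-like protease rose by 6.54 on the log2 scale (Har_00001902, adjusted p = 0.00514). Of 77 carboxypeptidase probes, 6 rose and 7 fell (3 and 7), and of 71 aminopeptidase N probes 9 rose and none fell (5), with 1, 1 and 0 past the test without replicates 1, 2 and 4. In rest of body at T7, 15 of 103 trypsin probes rose and none fell (15), with 9 without replicate 3 and 5 without pools 2 and 4. Chymotrypsins there rose in 8 of 69 probes (29 and 2), with 2, 1, 5 and 1 without replicates 1, 2, 3 and 4, while carboxypeptidases rose in 3 and fell in 6 of 68 (1 and 1), with 4, 2, 4 and 2. Of 93 lipase probes there 6 rose and 2 fell (6 and 2), and of 63 aminopeptidase N probes none passed (2 at an unadjusted p under 0.05, 2 by the t-test on pools and 5 on 8 channels). The values of these t-tests need not be independent there. The 200 probes brightest in gut had a median log2 ratio of 1.36 in rest of body at T7, where 3 of 164 tested passed.

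Single probes named for hormone enzymes and part of the cuticle protein probes changed in rest of body at T7. An ecdysone oxidase rose by 6.79 (Har_00043420, standard error 0.373, adjusted p = 0.00258 from limma), a juvenile hormone epoxide hydrolase by 5.70 (Har_00118352, standard error 0.827, adjusted p = 0.00989) and a larval cuticle protein by 5.95 (Har_00033713, standard error 0.925, adjusted p = 0.0115). Cuticle proteins, the epidermis markers, rose in 58 and fell in 9 of 99 probes (69 and 13 over the list alone), and desaturases rose in 17 and fell in 4 of 39 (21 and 4), with a desaturase probe that rose by 3.17 (Har_00099759, standard error 0.289, adjusted p = 0.00428). Chitin metabolism rose in 3 and fell in 1 of 22 probes (5 and 5), with 0, 1, 0 and 1 past the test without replicates 1, 2, 3 and 4.

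Part of the probes of defence genes fell in rest of body at T7 too. Of 77 probes of antimicrobial peptides and lysozymes, 21 fell and none rose (35 over the list alone), with 8, 6, 9 and 6 past the test without replicates 1, 2, 3 and 4. Of 70 immune recognition probes 4 rose and 15 fell (7 and 17), with 3 without pools 2 and 4, and a lipopolysaccharide-binding protein fell by 3.72 (Har_00067172, standard error 0.315, adjusted p = 0.00427). In gut at T7, 10 of 61 immune recognition probes fell and none rose (none over the list alone), with 0, 2 and 1 without replicates 2, 3 and 4.

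Other lists gave the following at T7. Gut markers rose in 75 and fell in 17 of 352 probes in gut (70 and 17 over the list alone), with 54, 42 and 42 past the test without replicates 1, 2 and 4, and rose in 23 and fell in 1 of 298 in rest of body (10 and 1), with 13 to 15 without any 1 replicate. Fat body markers rose in 13 and fell in 25 of 72 probes in rest of body (17 and 32), with 25 and 23 without replicates 1 and 4. Hemocyte markers fell in 6 of 21 probes in gut (6), with 3, 2, 3 and 0 without replicates 1, 2, 3 and 4, and rose in 2 and fell in 5 of 23 in rest of body (2 and 5), with 4 without replicate 1, 2 or 4. Of muscle markers none of 14 passed in gut (2 at an unadjusted p under 0.05, 1 by the t-test on 8 channels), and 2 of 22 rose in rest of body (1), with 1 without any 1 replicate. Silk gland markers rose in 1 of 14 probes in gut (none), with 0 without replicate 2 or 4, and rose in 6 and fell in 2 of 26 in rest of body (6 and 3), with 2, 2, 1 and 2 without replicates 1, 2, 3 and 4. Testis markers rose in 3 and fell in 1 of 4 in gut (3 and 1) and rose in 2 of 4 in rest of body (2). Ubiquitin genes rose in 1 and fell in 3 of 11 probes in gut (1 and 3), with 2 without replicate 1 or 2, and 1 of 10 fell in rest of body (4), with 0 without replicate 1, 3 or 4. Sugar transporters rose in 10 and fell in 25 of 99 probes in rest of body (15 and 28). Cadherins chosen by name fell in 2 of 12 probes in gut, with 1 without replicate 1, 2 or 4, in 2 of 16 in rest of body, with 0 without replicate 1 or 3, and at T5 in 1 of 16 there (10), with 10 without replicate 1 and 0 without replicate 2, 3 or 4. None of these counts is independent evidence, since the names come from the study's ranked lists.

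The tissues shared part of the response to T7. Of 25971 probes tested in both, 528 rose in both tissues, where independent lists would share 222, 934 fell in both, against 361, and 150 moved in opposite ways. Both tissues came from the same larvae, so their lists do not come from independent animals. Across probes, which are not independent replicates, the responses to T5 and T7 correlated at 0.176 in gut and 0.000 in rest of body. The shared control pools alone give a correlation of 0.50 in gut and 0.499 in rest of body in simulations without any response, and with the control pools divided between the doses the correlation was -0.345 to 0.312 in gut and -0.351 to 0.197 in rest of body.

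Regrouping the control and treated pools tested whether other divisions of the same pools give as many probes past the test, with each of the 35 divisions fitted alike. These fits were unpaired and used separate channels, so they ignore any pairing of pools by number. Their counts therefore differ from those of the main fit. In gut at T5 the real division gave 0 probes, which all 35 divisions reach by construction, so nothing was tested there, and the highest other gave 201 (control pools 1 and 2 with T5 pools 1 and 2), which points to a structure of the samples. In gut at T7 the real division gave 3442 and the highest other 3844 (control pools 1, 2 and 4 with T7 pool 1), so 2 of 35 divisions, the real one included, are as large and chance cannot be excluded by this count, although each of the remaining 33 gave at most 5. In rest of body at T5 the real division gave 34 and the highest other 1, so 1 of 35 divisions is as large. This is the smallest share that 35 divisions can give, so chance is made less likely and not excluded. The calls of the main fit there also hung on single replicates. The count cannot tell a response to the dose from gut tissue in the control samples. Rest of body at T7 was not regrouped, because its arrays give 2 averaged values.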
